# Xcr1^+^ type 1 conventional dendritic cells are essential mediators for atherosclerosis progression

**DOI:** 10.7554/eLife.107742

**Published:** 2025-09-11

**Authors:** Tianhan Li, Liaoxun Lu, Juanjuan Qiu, Xin Dong, Le Yang, Kexin He, Yanrong Gu, Binhui Zhou, Tingting Jia, Toby Lawrence, Marie Malissen, Guixue Wang, Rong Huang, Hui Wang, Bernard Malissen, Yinming Liang, Lichen Zhang

**Keywords:** Xcr1, atherosclerosis, Xcl1, cDC1, Mouse

## Abstract

Atherosclerosis is characterized by lipid accumulation within plaques, leading to foam cell formation and an inflammatory response within the aortic lesions. Lipid disorders have been extensively investigated, however, the cellular and molecular mechanisms that trigger the inflammatory response in atherosclerotic plaques remain far from being fully understood. Xcr1^+^ cDC1 cells are newly identified antigen-presenting cells in activating immune cells. However, the role of cDC1 cells in atherosclerosis development remains highly controversial. We first confirmed the presence of cDC1 within human atherosclerotic plaques and discovered a significant association between the increasing cDC1 numbers and atherosclerosis progression in mice. Subsequently, we established *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice, a novel and complex genetic model, in which cDC1 was constitutively depleted in vivo during atherosclerosis development. Intriguingly, we observed a notable reduction in atherosclerotic lesions in hyperlipidemic mice, alongside suppressed T cell activation of both CD4^+^ and CD8^+^ subsets in the aortic plaques. Notably, aortic macrophages and serum lipid levels were not significantly changed in the cDC1-depleted mice. Single-cell RNA sequencing revealed heterogeneity of Xcr1^+^ cDC1 cells across the aorta and lymphoid organs under hyperlipidemic conditions. As Xcr1 is the sole receptor for Xcl1, we next explored to target Xcr1^+^ cDC1 cells via Xcl1 by establishing *Xcl1^–/–^Apoe^–/–^* mice. *Xcl1^–/–^Apoe^–/–^* mice exhibited decreased atherosclerotic plaque formation and reduced aortic cDC1 accumulation, indicating that Xcl1 contributes to cDC1-mediated atherosclerotic lesion development. Our results reveal crucial roles of cDC1 in atherosclerosis progression and provide insights into the development of immunotherapies by targeting cDC1 through Xcl1.

## Introduction

Atherosclerosis is a chronic inflammatory disease that affects the large and medium-sized arteries, and it is the leading cause of cardiovascular mortality and morbidity worldwide (Björkegren and Lusis, 2022). Atherosclerosis is a complex pathological process during which lipid-laden phagocytes such as macrophages, along with lymphocytes and dendritic cells, accumulate in the plaque (Hansson and Hermansson, 2011). Mounting evidence from animal models and human studies demonstrates involvement of both the innate and adaptive immunity in the development of atherosclerosis (Lusta et al., 2023; Hansson et al., 2006; Hasham and Pillarisetti, 2006). In healthy arteries, DCs are typically present in the subendothelial space and work in the front line of immune surveillance (Steinman et al., 2003; Ma-Krupa et al., 2004), and a small portion of resident vascular DCs are localized in the adventitia. Various studies have demonstrated that DCs accumulate in the advanced atherosclerotic lesions in both humans and animal models (Liu et al., 2008; Jongstra-Bilen et al., 2006; Bobryshev and Lord, 1995; Kawahara et al., 2007). Recently, several phenotypically and functionally distinct vascular DCs have been identified in mouse and human atherosclerotic lesions (Zernecke et al., 2023). Xcr1^+^ type 1 conventional dendritic cells (Xcr1^+^ cDC1) (also known as CD8^+^ DC or CD103^+^ DCs) has been recognized for their role in cross-presentation and activating naive CD8^+^ T cells, and are critical for anti-viral and anti-tumor immune responses (Eisenbarth, 2019; Bayerl et al., 2023). Owing to the challenges associated with obtaining a model for specific cDC1 depletion in vivo, previous studies investigating the role of cDC1 cells in atherosclerosis using various knockout mice have produced conflicting results (Legein et al., 2015; Gil-Pulido et al., 2017; Choi et al., 2011; Clément et al., 2018; Haddad et al., 2017). It is important to note that previous Cre lines developed to achieve specific Cre expression in cDC1s still led to leakiness in recombinase activity outside of cDC1s, as demonstrated in previous publications (Wohn et al., 2020; Mundt et al., 2019). Moreover, scant mechanistic understanding regarding the regulation of cDC1 activity during atherosclerosis has been reported. Therefore, developing a more specific mouse model for cDC1 is essential for elucidating its precise role in atherosclerosis. Here, we established a novel Cre line *Xcr1^Cre-Gfp^* mice and did not observe any leakiness of Cre activity, and further experiments revealed that specific depletion of cDC1 attenuates atherosclerosis development by inhibiting both CD4^+^ and CD8^+^ T cell activation in hyperlipidemic *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice.

The origin of phagocytes within the atherosclerotic plaques has been controversial. Studies have shown that the major contribution of macrophages in the aortic plaque is recruited from the circulation, while other studies have emphasized the significance of local proliferation (Robbins et al., 2013; Potteaux et al., 2011). Tissue-resident dendritic cells inside the plaques have been well documented (Yilmaz et al., 2006; Alberts-Grill et al., 2013), regardless of the fact that the contribution and origin of Xcr1^+^ cDC1 have not been appropriately addressed. To understand the origin of Xcr1^+^ cDC1 inside the plaque, we performed bone marrow transplantation using *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^* mice as donors and found that in *Apoe^–/–^* recipient mice placed on a high-fat diet (HFD), cDC1 cells were completely absent in the aortas. Therefore, our experiments have elucidated that cDC1 cells in the atherosclerotic plaques originate from the bone marrow. Further single-cell RNA sequencing illustrated that notable differences in Xcr1^+^ cDC1 cells are discovered among the aorta, spleen, and lymph nodes. *Ccr2*, *Sept3,* and *Cldnd1* were highly expressed in Xcr1^+^ cDC1 cells from aorta compared with that from spleen and lymph nodes.

We further aimed to ascertain whether cDC1 can be modulated by targeting the chemokine Xcl1, which is a ligand of Xcr1. Considering the vital role that Xcr1^+^ cDC1 plays in the progression of atherosclerosis and the therapeutic potential of manipulating their functions via chemokines (Yan et al., 2021), comprehending the feasibility of targeting Xcl1 holds considerable promise for developing novel therapeutic approaches to halt the advancement of atherosclerosis. We conducted further studies using *Xcl1^–/–^ Apoe^–/–^* double knockout mice to assess the pathological grade of atherosclerotic lesions. Our data indicated that the knockout of Xcl1 led to a mild yet significant reduction of cDC1 cells in the aorta. However, strikingly, when compared to the *Apoe^–/–^* control mice, *Xcl1^–/–^ Apoe^–/–^* mice exhibited a markedly decreased severity of the atherosclerotic lesions, to an extent comparable to that observed in cDC1-depleted *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice.

Therefore, our study, which employed genetic models to deplete Xcr1^+^ cDC1 in vivo in hyperlipidemic mice, has unequivocally determined the essential role of this specific cell type in the development of atherosclerosis. Besides their well-established role in cross-presentation to CD8^+^ T cells, recent studies have shown Xcr1^+^ cDC1 cells also engage with CD4^+^ T cells to augment CD8^+^ T cell responses (Wohn et al., 2020; Eickhoff et al., 2015). Our data showing Xcr1^+^ cDC1-dependent CD4 and CD8 T cell activation in atherosclerotic plaques is in line with the new paradigm for cDC1s as a platform for both CD4 and CD8 T cell responses in the novel context of atherosclerosis.

Most importantly, we have successfully demonstrated that targeting the chemokine Xcl1, the ligand of Xcr1, can effectively inhibit atherosclerosis. These novel findings hold the potential to forge a novel trajectory for therapeutic interventions within the field of atherosclerosis, presenting promising prospects for better understanding and treatment of this disorder.

## Results

### Progressive accumulation of Xcr1^+^ cDC1 cells in advanced atherosclerotic lesions in humans and mice

Dendritic cells are present in healthy arteries and accumulate within atherosclerotic lesions, participating in various pathogenic and protective mechanisms during atherogenesis (Weber et al., 2008; Worbs et al., 2017). However, the intra-plaque dynamics of cDC1 and their contribution to atherosclerosis remain undetermined. Using the archived specimens of paraffin-embedded human atherosclerotic arteries from our previous study (Li et al., 2020), we examined the Xcr1^+^ dendritic cells in human atherosclerotic plaques. As shown in Figure 1A and B, Xcr1^+^ dendritic cells were significantly more abundant in the plaque area of the human femoral artery compared to that in the plaque-free area. Similarly, the immunofluorescence staining results using specific antibodies for Xcr1 and CD11c revealed that Xcr1^+^CD11c^+^ dendritic cells accumulated in the plaques of the aortic root in *Apoe^–/–^* mice that were placed on a HFD for 16 weeks (Figure 1C and D). Sample preparations entailed sectioning and appropriate fixation of the aortic root tissues, which were described in greater detail in the Methods and Materials section. To further elucidate the dynamics of Xcr1^+^ cDC1 cells within the plaque during the progression of atherosclerosis, we carried out immunohistochemical analyses of these cells in the lesioned aortic root (Figure 1E). The area positive for Xcr1 expression was quantified at 8 week on a normal diet (ND), 8 week on HFD, 12 week on HFD and 16 week on HFD, respectively. Quantitative analysis was conducted using image processing software, revealing a continuous accumulation of Xcr1^+^ cDC1 cells in the lesioned area as the disease progressed (Figure 1F). Therefore, our experiments provided data indicating the enrichment of Xcr1^+^ cDC1 cells in aortic lesions in both humans and mice, and demonstrated that the accumulation of Xcr1^+^ cDC1 cells was significantly greater during the progression of atherosclerosis.

**Figure 1.**
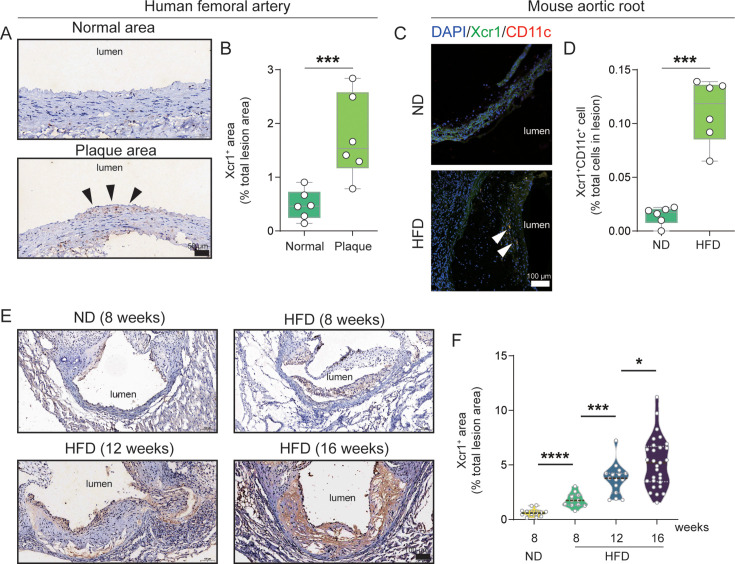
Progressive accumulation of Xcr1^+^ cDC1 cells in human and mouse advanced atherosclerotic lesions. (**A**) Representative images of immunohistochemical staining demonstrate Xcr1 expression in normal areas and plaque areas of the femoral artery from three clinical samples. (**B**) Quantitative analysis of the Xcr1-positive area in normal area and plaque regions. (**C**) Representative immunofluorescence images depict DAPI (blue), Xcr1 (green), and CD11c (red) within the lesions of aortic root of *Apoe^–/–^* mice fed with 16 week normal diet (ND) or high-fat diet (HFD). (**D**) Quantitative analysis of Xcr1 and CD11c double positive area in lesion area (n=6). Scale bars, 100 μm. (**E**) Representative images depicting immunohistochemical staining of Xcr1 in lesions of the aortic root of *Apoe^–/–^* mice fed a HFD for varying durations. (**F**) Quantitative analysis of the Xcr1-positive area in the lesion regions. (8 week HFD, n=11; 12 week HFD, n=15; 16 week HFD, n=29). Data represent as mean ± SEM. *p<0.05. ***p<0.001.****p<0.0001.

### *Xcr1^Cre-Gfp^* **is selectively expressed in cDC1**

To understand the role of Xcr1^+^ cDC1 in regulating the development of atherosclerosis, we established the *Xcr1^Cre-Gfp^ Apoe^–/–^* mice in which the Cre recombinase and eGFP was co-expressed under the control of the endogenous Xcr1 promoter following the start codon (Figure 2—figure supplement 1). This new Cre line differs from a previous design in which Cre recombinase was expressed via IRES linkage at the 3’ UTR, and leaked expression of Cre was frequently observed (Wohn et al., 2020; Mattiuz et al., 2018). To verify the fidelity of Cre expression under hyperlipidemic conditions, we used hyperlipidemic *Apoe^–/–^* mice as recipient mice and used bone marrow cells from *Xcr1^Cre-Gfp^ Rosa26^LSL-tdRFP^* mice as donors for the bone marrow transplantation (Figure 2A). In *Xcr1^Cre-Gfp^ Rosa26^LSL-tdRFP^* mice, the presence of Cre protein would turn on the expression of tdRFP as a reporter for the activity of Cre recombinase (Luche et al., 2007). Remarkably, we found that the expression of tdRFP was exclusively present in Xcr1^+^ cDC1 when mice were fed a HFD for 16 weeks in the bone marrow transplanted mice, and the Cre recombinase activity was not detectable in non-cDC1 cells (Figure 2B and C).

**Figure 2.**
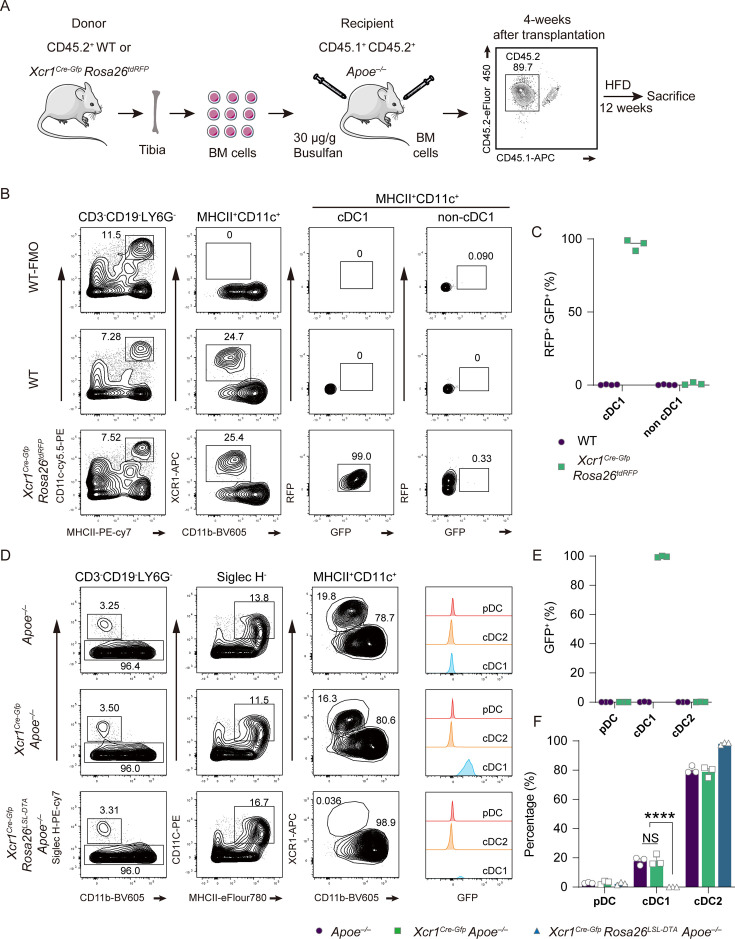
Selective expression of *Xcr1^Cre-Gfp^* in cDC1 cells. (**A**) Diagram illustrating the bone marrow transfer process. (**B**) and (**C**) Representative flow cytometric analysis and corresponding quantification of GFP^+^RFP^+^ in cDC1 and non-cDC1 populations within the cDC1 and non-cDC1 populations of the spleen. These data were obtained from *Apoe^–/–^* mice that had received bone marrow transplants from either wild-type (WT) or *Xcr1^Cre-Gfp^ Rosa26^LSL-RFP^* donors and were maintained on a HFD for 16 weeks (WT, n=4; *Xcr1^Cre-Gfp^ Rosa26^LSL-RFP^*, n=3). (**D**) and (**E**) Representative flow cytometric analysis and quantification of the percentage of GFP^+^ cells among pDC, cDC1, and cDC2 cells populations in the spleen. (**F**) Quantification of the percentage of pDC, cDC1, and cDC2 cells in spleen. (D-F, *Apoe^–/–^*, *Xcr1^Cre-Gfp^ Apoe^–/–^*, and *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice fed with a high-fat diet (HFD) for 16 weeks, n=3). Data represent as mean ± SEM. **** p<0.0001; NS, non-significant.

**Figure 2—figure supplement 1.**
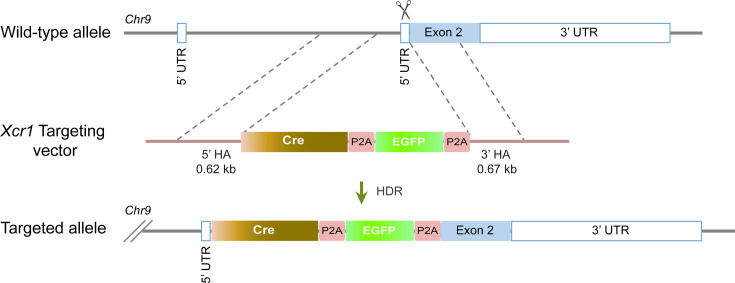
Schematic diagram illustrating the knock-in of the 5’HA-iCre-P2A-EGFP-P2A-3’HA vector into the mouse Xcr1 locus.

**Figure 2—figure supplement 2.**
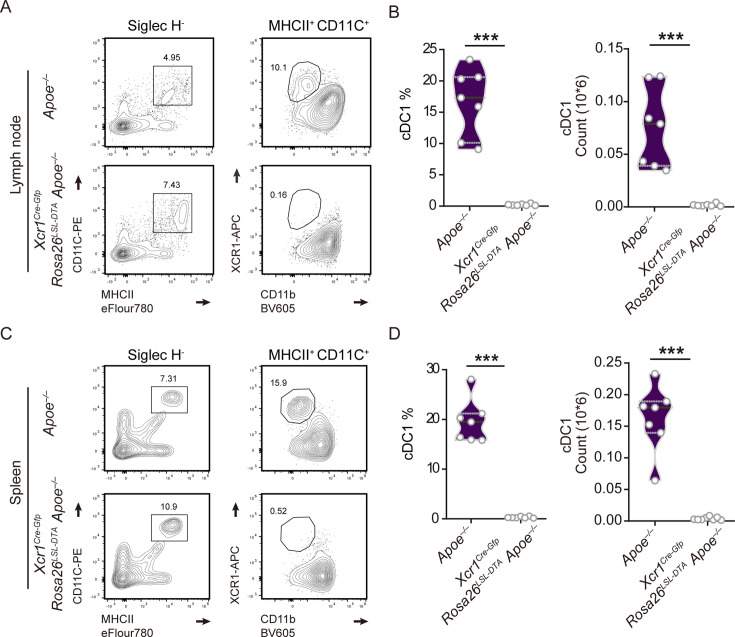
Flow cytometric analysis of cDC1 cells in the lymph nodes and spleens of *Apoe^–/–^* mice and *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice fed a 7 weeks normal diet (ND). (**A**) Representative flow cytometric analysis of cDC1 cells in lymph nodes. (**B**) Quantification of the frequencies and number of cDC1 cells in lymph nodes. (**C**) Representative flow cytometric analysis of cDC1 cells in the spleen. (**D**) Quantification of the frequencies and number of cDC1 cell in the spleens. *Apoe^–/–^* mice and *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice fed with 7 week ND, n=7. Data represent the mean ± SEM. ***p<0.001.

To determine the specificity of GFP expression originating from *Xcr1^Cre-Gfp^* genetic modification, we examined the GFP levels in three populations of DCs, namely pDC, cDC1, and cDC2 cells, from the spleen of *Xcr1^Cre-Gfp^ Apoe^–/–^* mice that were fed a HFD for 16 weeks. As expected, we found that the GFP expression was stringently restricted to cDC1 cells (Figure 2D and E). In parallel, we compared the GFP expression in Xcr1^+^ cDC1-depleted mice that were fed a HFD for 16 weeks. Such cDC1-depleted *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice were obtained by crossing *Xcr1^Cre-Gfp^ Apoe^–/–^* mice with *Rosa26^LSL-DTA^ Apoe^–/–^* mice. Strikingly, we observed a complete loss of GFP-positive cells and Xcr1^+^ cDC1 cells in Xcr1^+^ cDC1-depleted mice (Figure 2D and F). We also examined DCs, including pDCs, cDC1, and cDC2, in the lymph nodes and spleens of *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* and *Apoe^–/–^* mice maintained on a ND for 7 weeks. The flow cytometric analyses also confirmed the absence of Xcr1^+^ cDC1 population in *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice (Figure 2—figure supplement 2). Collectively, these data suggest that Cre recombinase activity was selectively confined to cDC1 cells, and no leakiness was observed in lineages other than the Xcr1^+^ cDC1 population. We also demonstrated that *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice constitute a desirable model for exploring the role of cDC1 in atherosclerosis.

### The specific depletion of Xcr1^+^ cDC1 cells significantly alleviates atherosclerosis without influencing the lipid profile and the number of intra-plaque macrophages

To investigate the role of cDC1 cells in atherosclerosis, both *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* and the control *Apoe^–/–^* mice were subjected to a HFD for 16 weeks. The Oil Red O (ORO) staining results demonstrated that the size of the lesion in both descending aorta and aortic root was significantly smaller in *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice compared with Apoe^–/–^ control mice (12.82% *vs* 6.01% in descending aorta; 39.25% *vs* 33.57% in ORO-stained aortic root) (Figure 3A–D). Given that macrophages play a pivotal role in the development and progression of atherosclerotic lesions, particularly within the necrotic core (De Meyer et al., 2024; Yu et al., 2017), we next investigated macrophage involvement in the aorta using IHC and flow cytometry. Interestingly, no significant differences were observed in the necrotic core area of the aortic root between *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice and *Apoe^–/–^* control mice (Figure 3E and F). Similarly, subsequent flow cytometry analyses and IHC results revealed comparable proportions of F4/80^+^ CD11b^+^ macrophages in the aorta, as well as similar percentages of CD68-positive macrophages in the aortic lesions between the two groups of mice (Figure 3G–J). Furthermore, since dyslipidemia is a key characteristic of HFD-treated *Apoe^–/–^* mice (Piedrahita et al., 1992; Plump et al., 1992), it is critical to assess body weight and lipid profiles in both groups. Our results indicated no significant differences in body weight or levels of total cholesterol (TC), triglycerides (TG), low-density lipoprotein (LDL), and high-density lipoprotein (HDL) between the two groups (Figure 3—figure supplement 1A–B). Additionally, ORO staining of the liver revealed no significant differences either (Figure 3—figure supplement 1C–D). Taken together, these results suggested that specific depletion of cDC1 attenuated atherogenesis without affecting lipid status or macrophagic accumulation in aortic lesions.

**Figure 3.**
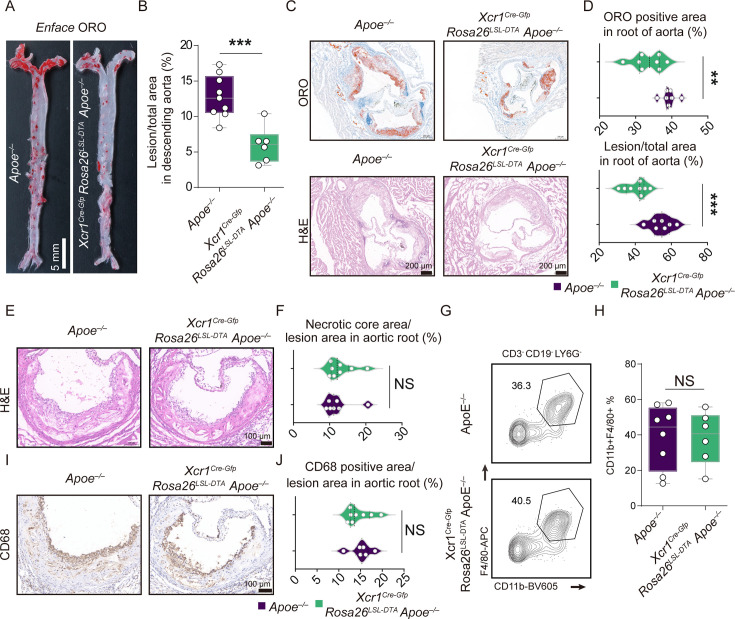
Specific depletion of Xcr1^+^ cDC1 cells in *Apoe^–/–^* mice reduces atherosclerosis progression with no effect on macrophages. (**A**) Oil Red O (ORO) staining of the descending aortas. Scale bar, 5 mm. (**B**) Quantification of the lesion area in the descending aorta (*Apoe^–/–^* mice, n=9; *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice, n=6). (**C**) ORO and H&E staining of the aortic roots of representative mice from each group. (**D**), Quantification of lesion area in the aortic root. (*Apoe^–/–^* mice, n=7; *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice, n=8). Scale bar, 200 μm. (**E**) and (**F**) H&E staining and quantification of necrotic core area in the lesions of aortic root. (*Apoe^–/–^* mice, n=7; *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice, n=8). Scale bar, 200 μm. (**G** and **H**) Representative flow cytometric analysis and quantification of macrophages in the aorta. (*Apoe^–/–^* mice, n=8; *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice, n=6).(**I** and **J**), Representative immunohistochemical staining images of CD68 and quantification of CD68-positive area in the lesions of the aortic root. (*Apoe^–/–^* mice, n=6; *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice, n=8). Scale bar, 100 μm. *Apoe^–/–^* and *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice were fed on a 16 week high-fat diet (HFD) to develop atherosclerosis. Data represent as mean ± SEM. NS, non-significant. **p<0.01. ***p<0.001.

**Figure 3—figure supplement 1.**
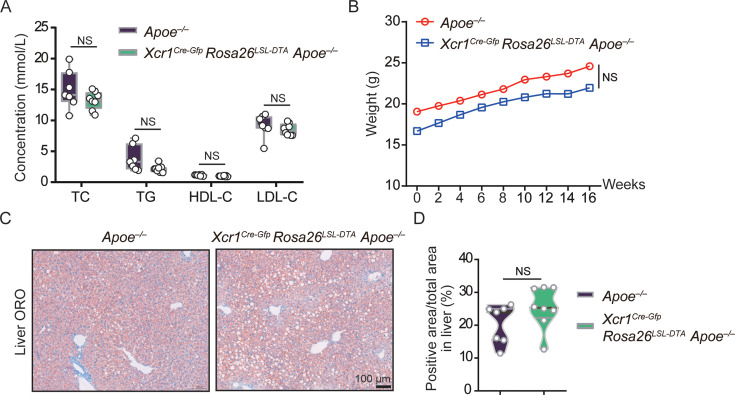
Lipid profile, body weight and Oil Red O (ORO) staining of the liver in *Apoe^–/–^* mice and *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice fed a 16 week high-fat diet (HFD). (**A**) Concentrations of total cholesterol (TC), triglycerides (TG), low-density lipoprotein (LDL), and high-density lipoprotein (HDL) in the serum. (**B**) Body weight measurements of both groups of mice. (**C**) ORO staining of liver from each group. Scale bar, 100 μm. (**D**) Quantification of ORO-positive area in liver. *Apoe^–/–^* mice (n=7) and *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice (n=8) were fed on a 16 week HFD to develop atherosclerosis. Data represent the mean ± SEM. NS, non-significant.

### Specific depletion of cDC1 attenuates the development of atherosclerosis by modulating the activation of T cell in *Apoe^–/–^* mice

T cells are among the critical drivers of the pathogenesis of atherosclerosis, and therefore, the triggers of T cell activation in aortic plaques are of great interest for controlling disease progression (Hansson and Hermansson, 2011; Fernandez et al., 2019; Afek et al., 2004). We initially analyzed the cDC1 cells through flow cytometry in both Xcr1^+^ cDC1-depleted mice and control mice. In the *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice that were fed a HFD for 16 weeks, we observed a total absence of Xcr1^+^ cDC1 in the aorta, lymph nodes, and spleen (Figure 4A-C, Figure 4—figure supplement 1). Subsequently, we assessed T cell phenotype in the two groups of mice. While neither the frequencies nor absolute counts of aortic CD4^+^ and CD8^+^ T cells differed significantly between the two groups of mice (Figure 4D–F), CD69 frequency and CD44 MFI (Mean Fluorescence Intensity), the T cell activation markers, were significantly reduced in both CD4^+^ and CD8^+^ T cells from Xcr1^+^ cDC1 depleted mice compared to controls (Figure 4G and H). Interestingly, such decreased frequencies of CD69^+^ T cells were only observed in aortic lesions but not in lymphoid organs such as lymph nodes and the spleen in the Xcr1^+^ cDC1 depleted mice (Figure 4—figure supplement 2A–B and D-E). We further analyzed the absolute numbers of CD8^+^ and CD4^+^ T cells in the spleen and lymph nodes and found that the absolute numbers of CD8^+^ and CD4^+^ T cells were markedly reduced in the spleen but not in the lymph nodes in *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice compared to those in *Apoe^–/–^* mice (Figure 4—figure supplement 2C and F). Absence of cDC1 also resulted in reduced frequencies of CD8^+^ T cells in both spleen and lymph nodes in hyperlipidemic mice. We also analyzed T cell populations in the lymph nodes and spleen in two groups of mice that were fed a ND and found that the frequencies of CD8^+^ T cells were significantly decreased in the lymph nodes of Xcr1^+^ cDC1 depleted mice (Figure 4—figure supplement 3A–D). More importantly, the frequencies of CD44^high^ CD62L^low^ activated memory cells within the CD8^+^ subsets in both the spleen and lymph nodes were significantly lower than those in the *Apoe^–/–^* control mice (Figure 4—figure supplement 3A–D). However, in the CD4^+^ subsets, such frequencies of CD44^high^ CD62L^low^ activated cells were comparable in the lymph nodes but marginally lower in the spleen (Figure 4—figure supplement 3A–D). It is important to note that the decreased absolute number of CD8^+^ T cells in the spleen in Xcr1^+^ cDC1-depleted mice was only observed in HFD groups but not in ND groups (Figure 4—figure supplements 2 and 3). Our data indicate that in aortic plaques, Xcr1^+^ cDC1 cells are implicated in activating CD4^+^ and CD8^+^ T cells, and the loss of the cDC1 population led to a decreased absolute count of CD8^+^ T cells in the lymph nodes of HFD-treated mice. Whereas in mice treated with a ND, the loss of the cDC1 population resulted in reduced frequencies of activated memory T cells but did not affect the absolute counts of T cells. Attenuated T cell activation might account for the mitigated atherosclerosis in Xcr1^+^ cDC1-depleted mice.

**Figure 4.**
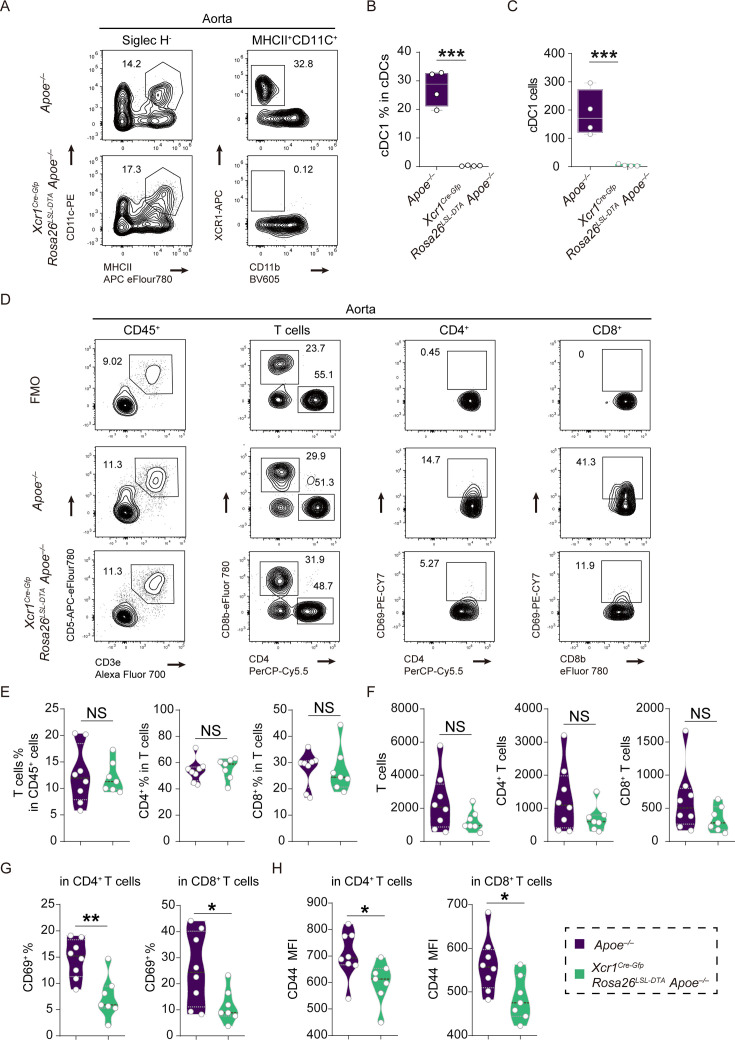
Specific depletion of Xcr1^+^ cDC1 cells in *Apoe^–/–^* mice decreases T cell activation within aorta. (**A**) Representative flow cytometric analysis of cDC1 cells in aortas. (**B **and **C**) Quantification of the frequencies and absolute counts of cDC1 cells in aorta (n=4). (**D**) Representative flow cytometric analysis T cells in aortas. (**E and F**) Quantification of the frequencies and absolute counts of total T, CD4^+^, and CD8^+^ T cells in aortas. (**G**) Quantification of the frequencies of CD4^+^CD69^+^ and CD8^+^ CD69^+^ in aortas. (**H**) Quantification of the MFI of CD44 in CD4^+^ and CD8^+^ T cells in aortas. (D-G, *Apoe^–/–^* mice, n=8, *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice, n=7, fed on a high-fat diet HFD for 16 weeks). Data represent as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, NS, non-significant.

**Figure 4—figure supplement 1.**
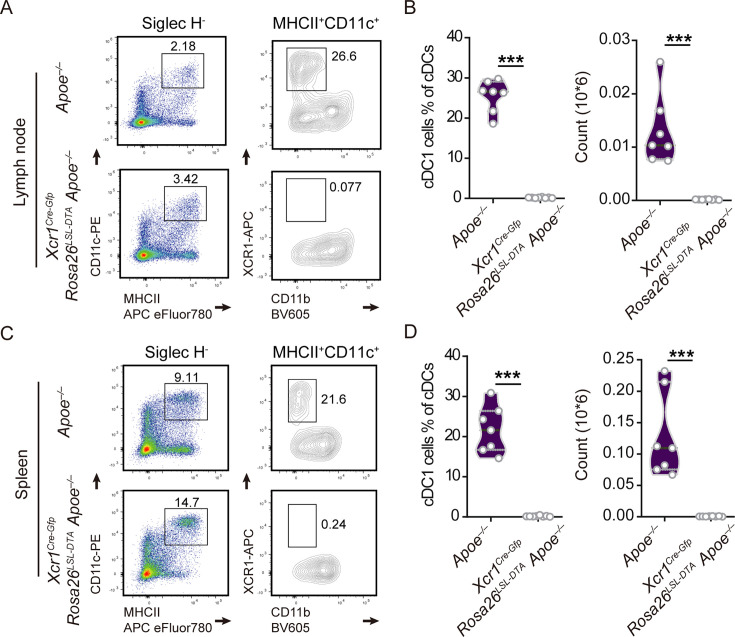
Flow cytometric analysis of cDC1 cells in the lymph nodes and spleens of *Apoe^–/–^* and *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice fed a 16 week high-fat diet (HFD). (**A**) Representative flow cytometric analysis of cDC1 cells in lymph nodes. (**B**) Quantification of the frequencies and numbers of cDC1 cells in lymph nodes. (**C**) Representative flow cytometric analysis of cDC1 cells in the spleens. (**D**) Quantification of the frequencies and numbers of cDC1 cells in the spleens. *Apoe^–/–^* mice (n=7) and *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice (n=8) were fed on a 16 week HFD. Data represent the mean ± SEM. ***p<0.001.

**Figure 4—figure supplement 2.**
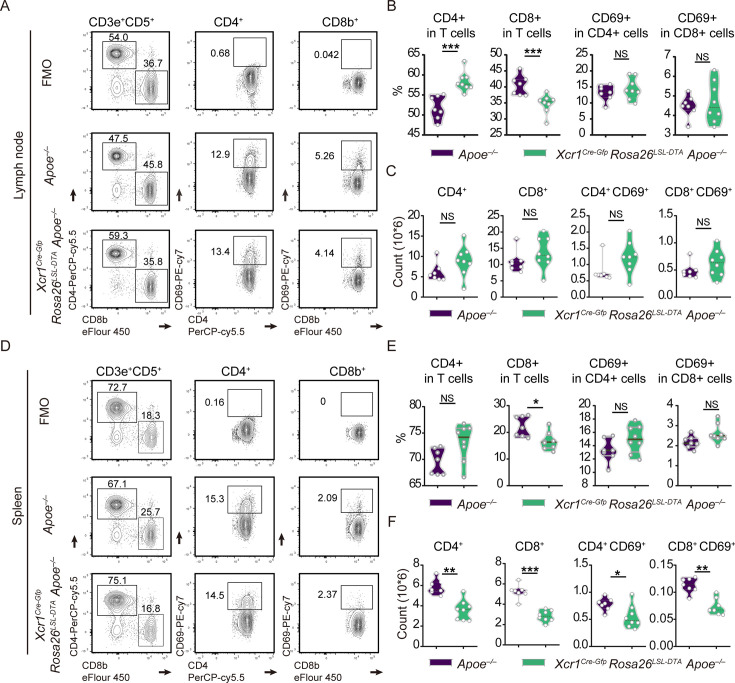
Flow cytometric analysis of T cells in the lymph nodes and spleens of *Apoe^–/–^* mice and *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice fed a 16 week high-fat diet (HFD). (**A**) Representative flow cytometric analysis of CD4^+^, CD8^+^, CD4^+^CD69^+^, and CD8^+^CD69^+^ T cells in lymph nodes. (**B **and **C**) Quantification of the frequencies and numbers of CD4^+^, CD8^+^, CD4^+^ CD69^+^, and CD8^+^ CD69^+^ T cells in lymph nodes. (**D**) Representative flow cytometric analysis and quantification of CD4^+^, CD8^+^, CD4^+^ CD69^+^, and CD8^+^ CD69^+^ T cells in the spleens. (**E **and **F**) Quantification of the frequencies and numbers of CD4^+^, CD8^+^, CD4^+^ CD69^+^, and CD8^+^ CD69^+^ T cells in the spleens. *Apoe^–/–^* mice (n=7) and *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice (n=8) were fed on a 16 week HFD. Data represent the mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, NS, non-significant.

**Figure 4—figure supplement 3.**
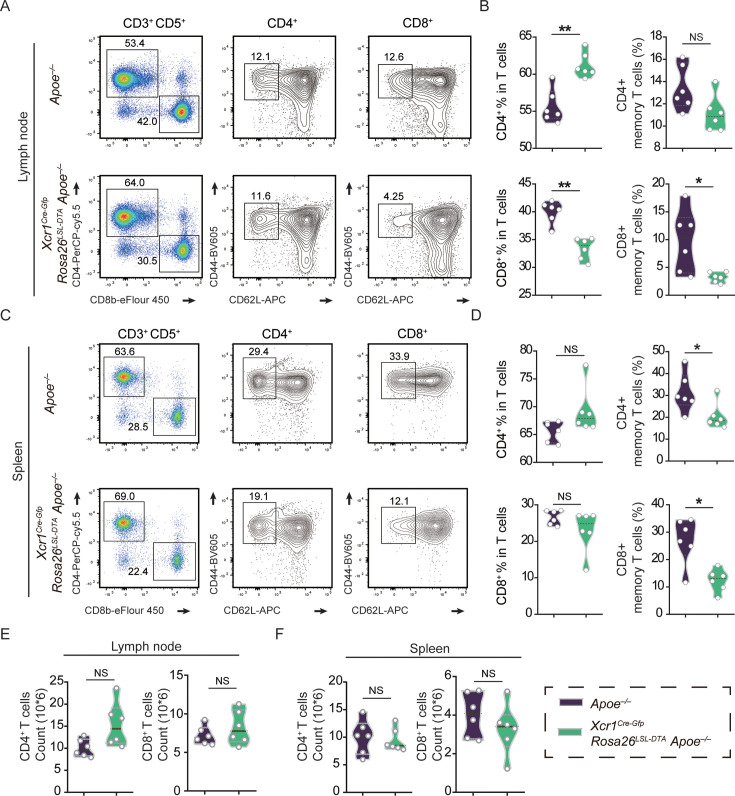
T cell analysis in the lymph nodes and spleens of *Apoe^–/–^* mice and *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice fed a 7 week normal diet (ND). (**A**) Representative flow cytometric analysis and quantification of CD4^+^, CD4^+^ memory, CD8^+^, and CD8^+^ memory T cells in lymph nodes. (**B**) Quantification of the frequencies of CD4^+^, CD8^+^, CD4^+^CD69^+^, and CD8^+^CD69^+^ T cells in the lymph nodes. (**C**) Representative flow cytometric analysis and quantification of CD4^+^, CD4^+^ memory, CD8^+^, and CD8^+^ memory T cells in the spleens. (**D**) Quantification of the frequencies of CD4^+^, CD8^+^, CD4^+^ CD69^+^, and CD8^+^ CD69^+^ T cells in the spleens. (**E **and **F**) Quantification of the numbers of CD4^+^ and CD8^+^ T cells in the lymph nodes and spleens. *Apoe^–/–^* mice and *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice fed with a 7 week ND (n=6). Data represent the mean ± SEM. *p<0.05, **p<0.01, NS, non-significant.

### Characterization of aortic Xcr1^+^ cDC1 cells in atherosclerotic lesions

Although the majority of cDC1 cells derive from bone marrow, other mechanisms, such as local proliferation of existing DCs, can also contribute to the cDC1 population in inflammatory diseases (Cancel et al., 2019; Li et al., 2021). It remains unclear whether cDC1 cells in lymphoid organs, such as the spleen and lymph nodes, represent a different status compared to cDC1 cells in atherosclerotic lesions. To elucidate the source and status of Xcr1^+^ cDC1 in atherosclerotic lesions, we performed bone marrow transplantation and single-cell RNA sequencing (sc-RNA seq) of cDC1 cells from aortic plaques and lymphoid organs. We conducted bone marrow transplantation using *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^* or WT mice that carry the CD45.2 congenic markers as donors, and CD45.1^+^ CD45.2^+^*Apoe^–/–^* mice as recipients (Figure 5—figure supplement 1). Our data showed that body weight, lipid profile, and hepatic lipid accumulation were comparable between the two groups of bone marrow transplanted mice after being fed with a HFD for 16 weeks (Figure 5—figure supplement 1). Interestingly, flow cytometric analysis of the aorta displayed almost complete depletion of cDC1 cells in *Apoe^−/−^* recipient mice transplanted with *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^* bone marrow mice (Figure 5—figure supplement 1). Strikingly we did not find observe significant changes in pDCs and CD64^+^ F4/80^+^ aortic macrophages (Figure 5—figure supplement 1). Therefore, our bone marrow transplantation experiments further confirmed fidelity of the Cre recombinase expression in cDC1 cells in mice.

Next, we carried out sc-RNA seq to characterize Xcr1^+^ cDC1 cells from multiple organs of hyperlipidemic mice. 

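The deposited sc-RNA seq data come from 1 pooled BD Rhapsody whole transcriptome capture of sorted CD11c+ MHCII+ Xcr1+ cells. Xcr1 is the chemokine receptor that marks type 1 conventional dendritic cells (cDC1s), and the donors lacked Apoe, the apolipoprotein that clears remnant lipoproteins, so that a high-fat diet (HFD) gives them marked hyperlipidemia. The pool joined 5 groups, each labelled with its own antibody-coupled sample tag before the sort: aorta, lymph node and spleen after 20 weeks of HFD, and aorta and spleen after 20 weeks of normal diet (ND). Mice were male, and their age at the start is given as 8 weeks in the methods for sc-RNA seq and as 7 to 8 weeks in the general methods on mice and in the sample labels. The paper states that the experiment was performed once. The authors' values are counts of unique molecular identifiers (UMIs, the tags that mark each captured RNA molecule) per gene and cell, after error correction by the BD Rhapsody pipeline, with no normalization. The header of the deposited table names pipeline version 1.9.1 with the GRCm38 genome and GENCODE vM19, while the methods name version 2.0 and the submitters' processing notes name GRCm39. The sum was 51715947 UMIs. Exactly 1 tag was called in 5975 cells, and 183 cells with more than 1 tag and 6 with none were left out. The tag calls name the tags by number only, and no file or text used here names the organ or diet of a tag. The pool is therefore treated as 1 sample with no replicates, and no organ or diet is compared. Kept cells were log-normalized and clustered in Seurat with 2000 variable genes and 20 principal components, at the lowest resolution that gave the paper's number of clusters. Each cluster was then matched to the paper cluster whose 10 marker genes in Supplementary file 1 had the highest mean z-score in it. Levels are UMIs of a gene per 1000000 UMIs (CPM), summed over the cells of a cluster, with exact Poisson intervals, and shares of cells carry exact Clopper-Pearson intervals. All of these intervals cover counting error only. Log2 ratios use a pseudocount of 10 CPM. Cells were grouped by the same transcripts that are then described, so the level of a marker in its own cluster describes that cluster and is not a test. The filter on cells, the resolution and the number of components could each change the clusters.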

Due to the scarcity of Xcr1^+^ cDC1 cells that can be sorted by FACS and processed for sc-RNA seq, we pooled FACS-sorted Xcr1^+^ cDC1 cells from three organs of hyperlipidemic *Apoe^−/−^* mice fed a HFD for 20 weeks, including the aorta, spleen, and lymph nodes, and Xcr1^+^ cDC1 cells from aorta and splenocytes of *Apoe^−/−^* mice fed a ND. Libraries for sc-RNA seq were prepared using barcode oligos conjugated to anti-CD45 antibodies for surface staining so that samples from each type of organ could be compared in sequential analyses. Therefore, we had a total of five samples, and our focus was to understand the differences between Xcr1^+^ cDC1 cells from three different organs under hyperlipidemic conditions. The cells were sorted by gating Xcr1-positive cells out of the MHCII^+^CD11c^+^ conventional dendritic cells (Figure 5—figure supplement 2). 

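Most of the pooled cells carried cDC1 transcripts. The largest group, pool cluster 1, held 2117 cells, 35.6% (95% interval 34.4 to 36.9%), with Xcr1 at 777 CPM (95% interval 764 to 789.6) and Naaa, a lysosomal amidase abundant in cDC1s, at 2063 CPM. Pool clusters 3 and 4, with 777 and 679 cells, also carried Xcr1, at 574 and 635 CPM, and Clec9a, a receptor for dead cells, at 555 and 423 CPM. In pool cluster 2 with 779 cells and pool cluster 6 with 446 cells, Clec9a was at 40.7 and 15.9 CPM, while Ccl22, a chemokine of mature dendritic cells, was at 1571 and 1148 CPM. Pool clusters 5 and 7, with 516 and 408 cells, held the cell cycle gene Mki67 at 963 and 235 CPM and Naaa at 1832 and 1986 CPM. The 3 smallest groups were pool cluster 8 with 107 cells, 1.80% (95% interval 1.48 to 2.17%), pool cluster 9 with 75 cells and pool cluster 10 with 36 cells, 0.606% (95% interval 0.425 to 0.838%). Pool cluster 8 lacked most cDC1 transcripts, with Naaa at 47.7 CPM, whereas pool cluster 9 held Naaa at 2643 CPM. The number of clusters was set, not found: resolution 0.3 was the lowest that gave 10. Median depth ran from 3851 UMIs per cell in pool cluster 9 to 12449 in pool cluster 5.

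**Figure D1:**
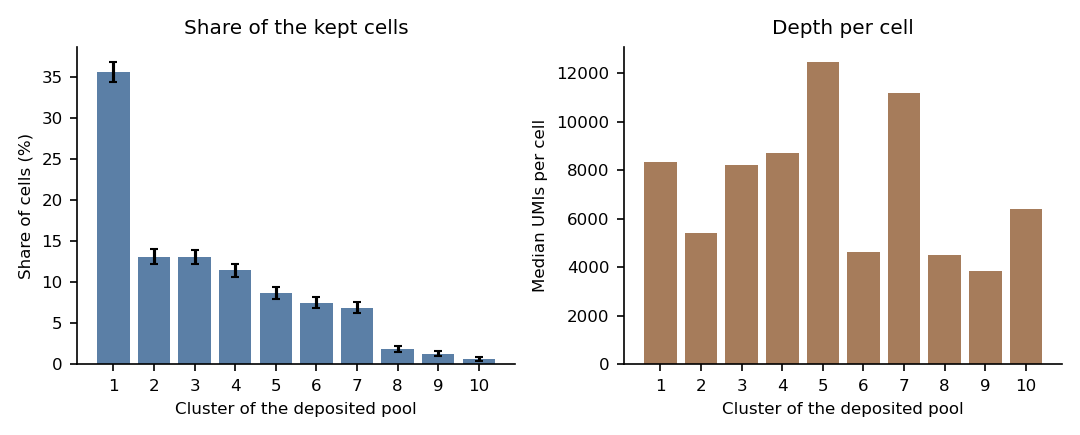
Share of kept cells in each pool cluster (left, in percent, bars with exact 95% Clopper-Pearson intervals) and median UMIs per cell (right). Pool cluster 1 is the largest at 35.6%, and the proliferating pool clusters 5 and 7 have the highest medians, 12449 and 11156 UMIs.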

First, we obtained the UMAP plot of 10 clusters of cDC1 cells using the Seurat 4.0 package (Figure 5A). In this analysis, 3830 quality-controlled Xcr1^+^ cDC1 cells were from three types of organs in hyperlipidemic mice, and an additional 2081 cells were from cDC1 cells sorted from the spleen and aorta of *Apoe^−/−^* mice fed on a ND. 

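The filter applied here to the deposited counts, at least 200 genes detected and at most 20% of UMIs from mitochondrial genes, kept 5940 cells of both diets together. The paper's reported numbers are 3830 cells for HFD and 2081 for ND, which sum to 5911. The 35 cells left out all exceeded the mitochondrial limit. Kept cells held 49258585 UMIs, with a median of 8062 UMIs (2248 to 26898) and 2443 genes per cell. Mitochondrial transcripts made up a median of 4.96% of the UMIs of a cell, and ribosomal protein transcripts 12.8%. Xcr1, the gene of the sorted receptor, stood at 588 CPM (95% interval 581 to 595) over all kept cells, and the cDC1 transcription factors Irf8 and Batf3 at 1917 and 187 CPM.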

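Several genes of the paper's marker lists were concentrated in distinct groups of the pooled cells. Ccl5, a chemokine gene, stood at 12887 CPM in pool cluster 2 and 34.2 CPM in pool cluster 1. Fabp5, a fatty acid binding protein gene, and S100a4, a calcium binding protein gene, stood at 1332 and 1395 CPM in pool cluster 6 against 2.10 and 4.14 CPM in pool cluster 1. Slfn5, an interferon-induced gene, stood at 452 CPM in pool cluster 4, and Pcna, the DNA replication clamp, at 602 CPM in pool cluster 7. By the mean z-score of its 10 marker genes, Cluster 3 of the paper was matched by pool cluster 2 (1.78), Cluster 5 by pool cluster 3 (1.84), Cluster 6 by pool cluster 5 (2.23), Cluster 7 by pool cluster 6 (2.13) and Cluster 8 by pool cluster 7 (1.93). Pool cluster 4 matched Cluster 4 (1.46). Pool clusters 8 and 10 both matched Cluster 10 (2.05 and 0.79). Pool cluster 1 lay between Cluster 2 (0.90) and Cluster 1 (0.79), so that no group was matched to Cluster 1 alone, and none was matched to Cluster 9. Neither list was highest in pool cluster 1. The markers of Cluster 2 had a higher mean z-score in pool cluster 3 (1.32), and those of Cluster 1 in pool clusters 7 (0.95) and 5 (0.82). For pool cluster 9 every mean z-score was below 0, the nearest being Cluster 4 (-0.12), so the rule gave it to Cluster 4 although these markers were below the mean in it. At resolution 0.5, chosen after seeing these matches, each of the paper's 10 clusters had a match.

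**Figure D2:**
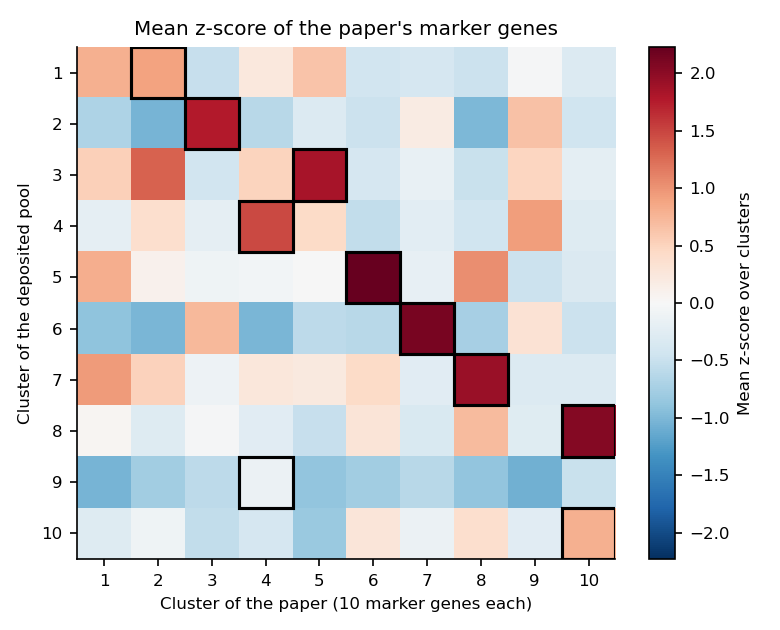
Mean z-score over clusters of the paper's 10 marker genes per cluster (columns, clusters of the paper) in each cluster of the deposited pool (vertical axis); red is above and blue below the mean, and a black frame marks the highest value of each pool cluster. Pool cluster 5 has the highest value, 2.23 for Cluster 6, and pool cluster 9 has no value above 0.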

The clusters were differentiated according to top 10 differentially expressed genes (Supplementary file 1), and the heatmap shows marker genes and heterogeneity among the 10 clusters of cDC1 cells (Figure 5B). The purpose of this experiment was to determine whether cDC1 cells from different organs possess unique features and whether cDC1 cells from aortic lesions can be characterized by the expression of marker genes. In hyperlipidemic mice, cDC1 cells from the spleen and lymph nodes differed quite dramatically in Cluster 2 (*Stk17b* and *Gpr171* highly expressing cells), where 28.9% of cDC1 cells from the spleen versus 1.0% of cDC1 cells from the lymph nodes were located. Conversely, 3.15% of cDC1 cells from the spleen versus 32.4% of cDC1 cells from the lymph nodes fell in Cluster 3 (*Ccl5* and *Epsti1* highly expressing cells), and 4.6% of cDC1 cells from the spleen versus 25.9% of cDC1 cells from the lymph nodes fell in Cluster 4 (*Slfn5* and *Ifi44* highly expressing cells). Despite the fact that we had only transcriptomic data for 68 Xcr1^+^ cDC1 cells from aortic lesions, we were surprised to find that such aortic cDC1 mainly fell into Clusters 1, 4, and 5, comprising 80.8% of the cells analyzed (Figure 5C). In Cluster 1 (*Hspa1b* and *Dnajb1* highly expressing cells), where aortic cDC1 is dominantly enriched, the cDC1 cells sorted from lymph nodes were essentially absent, while in Cluster 4, aortic cDC1 cells were highly enriched and splenic cDC1 was obviously lower in percentage (Figure 5C). Cluster 7 (*Fabp5* and *S100a4* highly expressing cells) is exclusively comprised of cDC1 cells sourced from lymph nodes, with a striking absence of cDC1 cells from the spleen and aorta (Figure 5C). To better visualize the enrichment of aortic Xcr1^+^ cDC1 cells distributed in a few clusters, we separately compared the three samples from the spleen, lymph nodes, and aorta of hyperlipidemic mice using density plots. Interestingly, the Xcr1^+^ cDC1 cells from the spleen and lymph nodes displayed an obvious difference in their distribution, and aortic Xcr1^+^ cDC1 cells appeared more enriched in a few clusters (Figure 5D–E). Therefore, our data suggest that Xcr1^+^ cDC1 cells from the spleen and lymph nodes can differ markedly in heterogeneity, and aortic Xcr1^+^ cDC1 cells are enriched in a few clusters that express marker genes, *Ccr2*, *Sept3,* and *Cldnd1* (Supplementary file 2). Using the scRNA seq data of Xcr1^+^ cDC1 sorted from hyperlipidemic mice, we annotated the 10 populations as shown in Figure 5—figure supplement 3A, following the methodology from a previous study (Bosteels et al., 2023). *Ccr7^+^* mature cDC1s (Clusters 3, 7, and 9) and *Ccr7-* immature cDC1s (remaining clusters) were identified across cDC1 cells sorted from aorta, spleen and lymph nodes (+). 

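Ccr7, the receptor that guides dendritic cells to lymph nodes, separated the pooled cells sharply. It stood at 3015 CPM (95% interval 2964 to 3066) in pool cluster 2 and 3751 CPM (95% interval 3671 to 3831) in pool cluster 6, which matched Clusters 3 and 7. Over both, the log2 ratio to all other cells was 5.30 (95% interval 5.23 to 5.36). The lowest levels among the larger groups were 21.1 CPM in pool cluster 1 and 21.2 CPM in pool cluster 5. Intermediate levels were found in pool cluster 4, at 280.1 CPM (95% interval 267 to 294), in pool cluster 10, at 288 CPM, and in pool cluster 8, at 229 CPM. In the added clustering at resolution 0.5, the 114 cells matched to Cluster 9 held Ccr7 at 1130.1 CPM (1066 to 1197). Ccr7 lies on chromosome 11 from 99144196 to 99155077 of GRCm38. Pool clusters 2 and 6 together made up 20.6% of the cells (95% interval 19.6 to 21.7%).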

Further stratification based on marker genes reveals that Cluster 10 is the pre-cDC1, with high expression level of *Sell* (*Cd62l*) and low expression level of *Cd8a (*Figure 5—figure supplement 3C). 

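Pool clusters 8 and 10, which both matched Cluster 10, held the highest levels of Sell, the gene of the lymphocyte homing receptor L-selectin (CD62L): 282 CPM (95% interval 244 to 324) and 174 CPM (95% interval 130.0 to 228). Over both, the log2 ratio to all other cells was 3.53 (95% interval 3.29 to 3.77). Cd8a was lowest in the same groups, at 68.7 and 50.2 CPM, with a log2 ratio of -2.65 (95% interval -2.99 to -2.33). Xcr1 stood at 28.1 and 43.5 CPM, with a log2 ratio of -3.84 (95% interval -4.25 to -3.43), and Flt3, a receptor of dendritic cells and their precursors, at 43.5 and 46.9 CPM against 437 CPM in pool cluster 1. Of 18 measured cDC1 identity genes, 17 were at least 2 times lower than in all other cells beyond counting error (median log2 ratio -3.03, percentile 0 of the random lists). Of 11 genes of MHC class II presentation, 10 were lower over both groups (median log2 ratio -2.21), and 5 in pool cluster 10 alone (median -0.83), with H2-Aa at 1175 and 5292 CPM in pool clusters 8 and 10 against 13575 CPM in pool cluster 1. When cells were instead given to the paper's clusters by their markers without clustering, the medians for the cells of Cluster 10 were -0.78 for cDC1 identity and -0.59 for MHC class II presentation. Pool cluster 8 held genes of NK cells and innate lymphoid cells, with Il2rb, an interleukin receptor chain, at 847 CPM, Nkg7, a gene of cytotoxic granules, at 568 CPM and Xcl1, the ligand of Xcr1, at 1331 CPM. Of 13 NK cell or ILC genes, 12 were higher in it than in all other cells (median log2 ratio 4.23, percentile 100 of the random lists). So were 4 of 10 T cell genes, among them Lck (4.47), and 3 of 5 red cell genes. Of 10 genes in the progenitor list, 5 were higher, among them Cd7 (log2 ratio 5.92), Ets1 (5.29) and Sell (3.64), and 1 was lower. Sell is also a gene by which the paper assigns the pre-cDC1 state, so this list is not independent of that assignment. The progenitor list rose in this group together with the NK cell or ILC and T cell lists, so it does not by itself mark precursors. Pool cluster 10 held immunoglobulin genes, with Igkc at 52967 CPM and Ighm at 7126 CPM. Of 10 B cell genes, 10 were higher in it (median log2 ratio 4.88, percentile 100 of the random lists), as were 7 of 7 plasma cell genes (median log2 ratio 8.20, percentile 100 of the random lists), among them Igha (log2 ratio 9.40). Of the progenitor genes, 3 were higher and 2 lower in pool cluster 10. Il2rb, Nkg7, Xcl1, Cd7, Ets1, Igkc and Ighm are among the paper's own marker genes of Cluster 10, so these cells were in part matched by them. Following the markers of a previous study, the paper concludes from high Sell and low Cd8a that its Cluster 10 is the pre-cDC1.

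**Figure D3:**
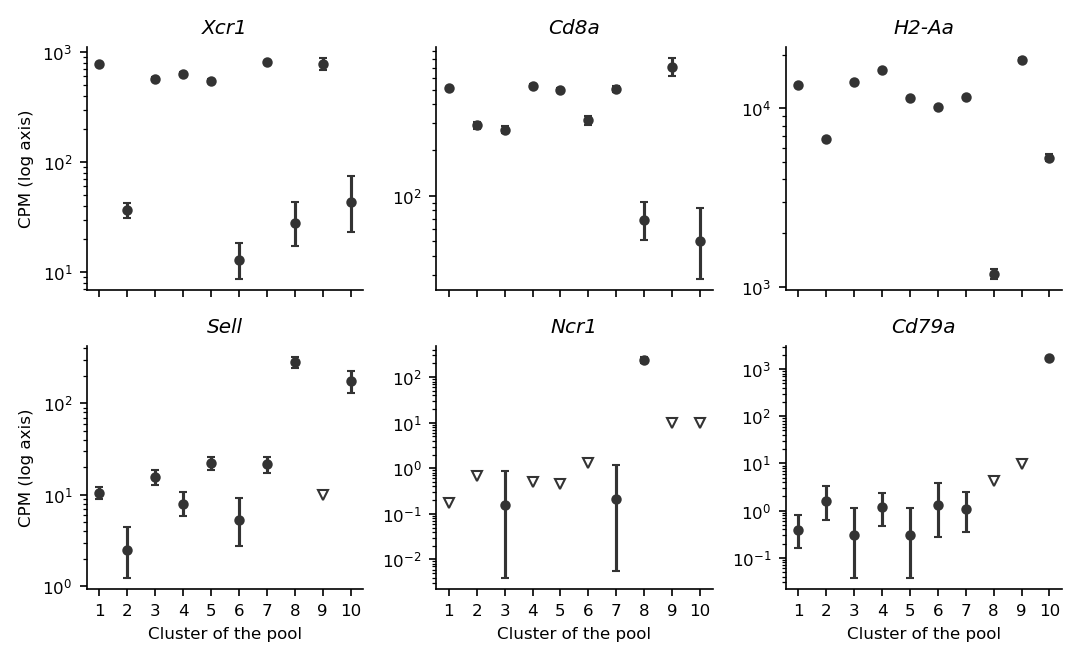
CPM of 6 genes in each pool cluster on a logarithmic axis, from summed UMIs with exact 95% Poisson intervals; open triangles mark the upper limit of 3 counts where no UMI was found. Xcr1 and Cd8a are low and Sell is high in pool clusters 8 and 10, Ncr1 is at 243 CPM in pool cluster 8 and Cd79a at 1680.2 CPM in pool cluster 10.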

Clusters 6 and 8 are the proliferating cDC1s, which express high level of cell cycling genes *Stmn1* and *Top2a*. 

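Stmn1, a regulator of microtubules, and Top2a, the topoisomerase that untangles chromosomes before mitosis, were highest in pool cluster 5, which matched Cluster 6: 919.9 CPM (95% interval 897 to 944) and 1274 CPM (95% interval 1247 to 1302). In pool cluster 7, which matched Cluster 8, they stood at 453 CPM (95% interval 434 to 473) and 291 CPM (95% interval 276 to 307). Over both groups, the log2 ratio to all other cells was 4.10 (95% interval 4.01 to 4.19) for Stmn1 and 4.84 (95% interval 4.74 to 4.94) for Top2a. The groups differed in phase. In pool cluster 5, 50 of 55 G2/M genes were at least 2 times higher than in all other cells (median log2 ratio 3.00), among them Ube2c (4.69) and Birc5 (4.22), and 19 of 44 S phase genes (median 1.11). In pool cluster 7, 35 S phase genes were higher (median 1.89), among them Lig1 (2.98) and Mcm5 (2.79), while 2 G2/M genes were higher and 2 lower, Ube2c and Cenpa (median 0.00). Both groups together made up 15.6% of the cells (95% interval 14.6 to 16.5%) and kept Irf8, the cDC1 transcription factor, at 2123 and 2073 CPM. Of 25 genes of the mature dendritic cell programme, 20 were lower (median log2 ratio -2.31, percentile 0 of the random lists). This is not particular to the cycling groups, since all other cells include the mature pool clusters 2 and 6. In pool cluster 1, 16 of these genes were lower (median -2.42). Genes of oxidative phosphorylation had a median log2 ratio of 0.34 in pool clusters 5 and 7 (percentile 99.9), none of them past 2 times. Stmn1 and Top2a were also found in the small pool clusters 8, at 575 and 318 CPM, and 10, at 278 and 666 CPM. The cell cycle lists include Stmn1, Top2a and other genes that defined these clusters, so their counts describe them.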

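Itgae, the gene of the integrin chain CD103, and Nr4a2, a nuclear receptor gene induced by cell activation, varied among the immature cells. Nr4a2 was highest in pool cluster 3, at 417 CPM (95% interval 401 to 433), followed by pool cluster 1, at 264 CPM (95% interval 257 to 272), and pool cluster 4, at 196 CPM (95% interval 185 to 208). Itgae stood at 245 CPM in pool cluster 1, 219.9 CPM in pool cluster 3 and 207 CPM in pool cluster 4, and was highest in pool cluster 9, at 424 CPM (95% interval 354 to 504). Between pool clusters 1 and 3 (matched to Clusters 2 and 5) and pool clusters 4 and 9 (given to Cluster 4, pool cluster 9 with a mean z-score below 0), the log2 ratio was 0.68 (95% interval 0.57 to 0.79) for Nr4a2 and 0.12 (95% interval 0.01 to 0.23) for Itgae. Without pool cluster 9 it was 0.61 (95% interval 0.50 to 0.73) and 0.19 (95% interval 0.08 to 0.30). Pool cluster 3 also differed from pool cluster 1 in genes induced by inflammatory signals, although the tags contributed unequally to these groups, so this contrast also follows the tags. Of 23 NF-kB target genes, 7 were at least 2 times higher and none was lower by that size (median log2 ratio 0.48, percentile 100 of the random lists), among them Tnfsf9 (log2 ratio 2.94), Cxcl2 (2.37) and Tnfaip3 (2.04), of which Tnfsf9 is also a marker of Cluster 5. Of 28 immediate early genes, 5 were higher and 1 lower, with Egr1 at 2012 against 929.9 CPM. Of 26 genes known to respond to tissue dissociation, 4 were higher as well (median log2 ratio 0.20, percentile 100 of the random lists). Apol7c, an apolipoprotein L gene, was lower (-2.87), as was Tifab (-1.10). The paper reports both genes as lower, and Tnfaip3 as higher, in splenic cDC1s of mice on HFD than on ND. The contrast here is between clusters whose tags are not assigned to a diet, so it cannot tell a state of maturation from a diet. No group was matched to Cluster 1. At the added resolution 0.5, where it had a match, the log2 ratio of Clusters 2 and 5 to Clusters 1 and 4 was 0.61 for Itgae and 1.35 for Nr4a2.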

Cluster 1 and 4 are early immature cDC1s, and cluster 2 and 5 are late immature cDC1s, according to the expression pattern of *Itgae*, *Nr4a2*. 

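Cxcl9, a chemokine induced by interferon gamma that attracts T cells through CXCR3, was highest in pool cluster 4, at 1384 CPM (95% interval 1354 to 1414), against 312 CPM in pool cluster 1 and 316 CPM in pool cluster 3. Cxcl10, a ligand of the same receptor, stood at 128 CPM (95% interval 119.5 to 137) in pool cluster 3 and 127 CPM (95% interval 118 to 136) in pool cluster 4, and these levels did not differ beyond counting error. In the mature pool clusters 2 and 6, Cxcl9 was at 83.3 and 11.9 CPM. Pool cluster 4 carried a broader interferon response: 14 of 32 measured genes of that list were at least 2 times higher than in all other cells and none was lower by that size (median log2 ratio 0.95, percentile 100 of the random lists), among them Ifi204 (log2 ratio 2.20) and Ifi44 (2.10). Slfn5, Ifi44, Irf7, Stat1, Ly6a, Isg15 and Ifitm3 of this list are also markers by which the group was matched to Cluster 4. Most cells of pool cluster 4 came from 1 tag that gave few cells to pool cluster 1. Against pool cluster 1 it held more Ccl22 (log2 ratio 3.52), Ccr7 (3.22) and Il12b, a subunit of interleukin 12 (2.76). Clustering at the added resolution 0.5 set apart the cells matched to Cluster 9, in which Cxcl9 stood at 1624 CPM (1547 to 1705) and Cxcl10 at 266 CPM (236 to 300.0), the highest levels of that clustering. All of these cells lay in pool cluster 4 and held 68.7% of its Ccr7 UMIs; in its other cells Ccr7 stood at 106 CPM.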

Cluster 9 cells are early mature cDC1s, with elevated expression of *Cxcl9* and *Cxcl10*. 

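Fscn1, the gene of the actin bundling protein fascin, and Cd63, a tetraspanin gene of endosomes, were confined largely to the Ccr7-high groups. Fscn1 stood at 6902 CPM (95% interval 6825 to 6980.1) in pool cluster 2 and 7100.0 CPM (95% interval 6991 to 7211) in pool cluster 6, and Cd63 at 812 CPM (95% interval 785 to 839) and 964 CPM (95% interval 924 to 1005). The log2 ratio of both groups to all other cells was 7.67 (95% interval 7.59 to 7.75) for Fscn1 and 5.77 (95% interval 5.67 to 5.88) for Cd63. Of 25 genes of the mature dendritic cell programme, 20 were at least 2 times higher and 1 lower (median log2 ratio 4.00, percentile 100 of the random lists); Ccl22, Fabp5 and Tmem123 of this list also defined the match. Of 24 NF-kB target genes, 9 were higher, led by Relb (4.00), and 5 lower, led by Ccl4 (-3.77). Of 13 genes of MHC class I presentation, 6 were higher and 1 lower (median log2 ratio 0.46, percentile 90.7 of the random lists); higher were, among others, Nlrc5 (2.23) and B2m (1.75). Of 11 genes of MHC class II presentation, 7 were lower, among them H2-DMb1 (-2.99), and 1 higher. Of 18 cDC1 identity genes, 1 was higher and 12 were lower, among them Naaa (-4.88) and Xcr1 itself (-4.15), at 36.7 and 12.8 CPM in cells sorted for the Xcr1 protein. Of 17 genes of the unfolded protein response, 1 was higher and 10 were lower (median log2 ratio -1.44, percentile 0 of the random lists). Also lower were 13 of 26 tissue dissociation genes (3 were higher), 12 of 28 immediate early genes and 8 of 18 heat shock genes. Most cells of both groups came from 1 tag, so these contrasts in part follow the tags. In pool cluster 6, 3 of 9 genes of type 2 conventional dendritic cells were higher than in all other cells (median log2 ratio 1.74). These were Fcer1g (2.88), Irf4 (2.81) and Mgl2 (2.43). Fcer1g was also higher in pool cluster 8 (2.43), and Irf4 in pool cluster 10 (3.14).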

Cluster 3 and 7 as late mature cDC1s, characterized by the expression of *Cd63* and *Fscn1*. As shown in Figure 5, the 10 populations displayed a major difference of aortic cDC1 cells that lack in pre-cDC1s (cluster 10) and mature cells (cluster 3, 7, and 9). Interestingly, in hyperlipidemic mice splenic cDC1 possess only Cluster 3 as the late mature cells while the lymph node cDC1 cells have two late mature populations, namely Cluster 3 and Cluster 7. In further analysis, we also compared splenic cDC1 cells from HFD mice to those from ND mice. As shown in , HFD appears to impact early immature cDC1-1 cells (Cluster 1) and increases the abundance of late immature cDC1 cells (Cluster 2 and 5), regardless of the fact that all 10 populations are present in two origins of samples. We also found that *Tnfaip3* and *Serinc3* are among the most upregulated genes, while *Apol7c* and *Tifab* are downregulated in splenic cDC1 cells sorted from HFD mice.

**Figure 5.**
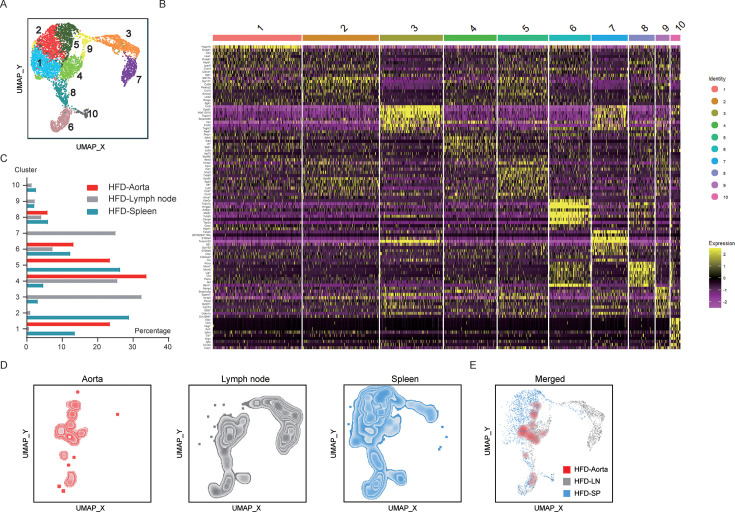
Sc-RNA sequencing analysis of the aorta, lymph nodes and spleen in *Apoe^–/–^* mice fed with a 20 week high-fat diet (HFD). (**A**) UMAP plot delineates 10 annotated cell types of Xcr1^+^ cDC1 cells from aorta, lymph node and spleen in *Apoe^–/–^* mice maintained on a HFD or normal diet (ND) for 20 weeks. (**B**) Heatmap statistic map displays the top ten up-regulated genes across various clusters. (**C**) The proportion of 10 clusters among groups. (**D **and **E**) UMAP plot representing Xcr1^+^ cDC1 cells from aorta, lymph nodes, spleen, and a merged plot in *Apoe^–/–^* mice maintained on a HFD for 20 weeks.

**Figure 5—figure supplement 1.**
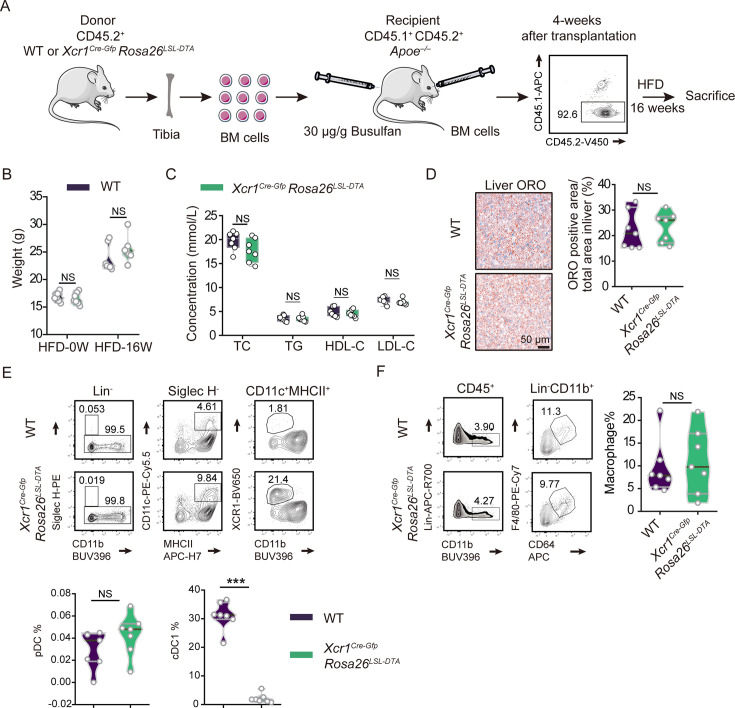
Depletion of Xcr1+ cDC1 cells of bone marrow reduces cDC1 cells without affecting macrophages in atherosclerotic lesion of Apoe^–/–^ mice. (**A**) Diagram of the bone marrow transfer process. Apoe^–/–^ mice transplanted with bone marrow from wild-type (WT) or Xcr1Cre-Gfp Rosa26LSL-DTA donors (n = 7). (**B**) Body weight of each group. (**C**) Serum concentrations of total cholesterol (TC), triglycerides (TG), low-density lipoprotein (LDL), and high-density lipoprotein (HDL). (**D**) Representative Oil Red O (ORO) staining images of liver sections and quantification of the ORO positive area percentage in the liver. Scale bar, 50 μm. (**E**) Representative flow cytometric analysis of pDC, cDC1 and cDC2 cells in the aortas, Lin- means CD3- CD19- Ly6G- NK1.1-. (**F**) Flow cytometric analysis of macrophages in the aortas. Data represent as mean ± SEM. ***p<0.001, NS, non-significant.

**Figure 5—figure supplement 2.**
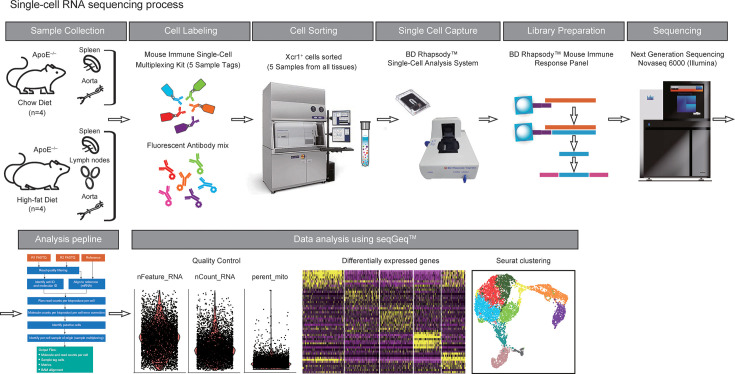
The single-cell RNA sequencing process.

**Figure 5—figure supplement 3.**
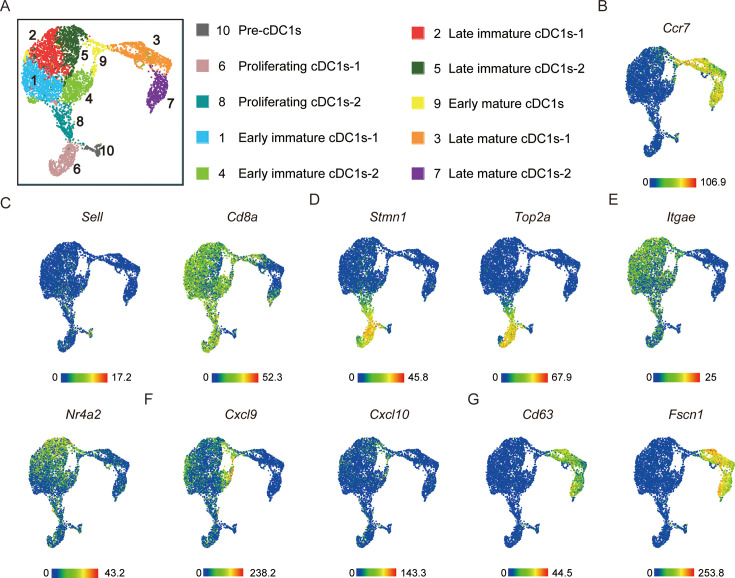
Sc-RNA sequencing analysis of the aorta, lymph nodes and spleen in Apoe^–/–^ mice. (**A**) UMAP plot delineates 10 annotated cell types of Xcr1^+^ cDC1 cells from aorta, lymph node and spleen in Apoe^–/–^ mice maintained on a high-fat diet (HFD) or normal diet (ND) for 20 weeks. (**B-G**), Heatmap statistic map showing marker genes in different clusters. Ccr7 is the mature gene marker (**B**). Sell+Cd8a- cDC1s are defined as Pre-cDC1s (**C**). Stmn1 and Top2a are the proliferating markers (**D**). Itgae and Nr4a2 genes marked the transition from early to late immature cDC1s (**E**). Cxcl9 and Cxcl10 genes marked the transition from late immature to early mature cDC1s (**F**). Cd63 and Fscn1 are the late mature markers (**G**).

**Figure 5—figure supplement 4.**
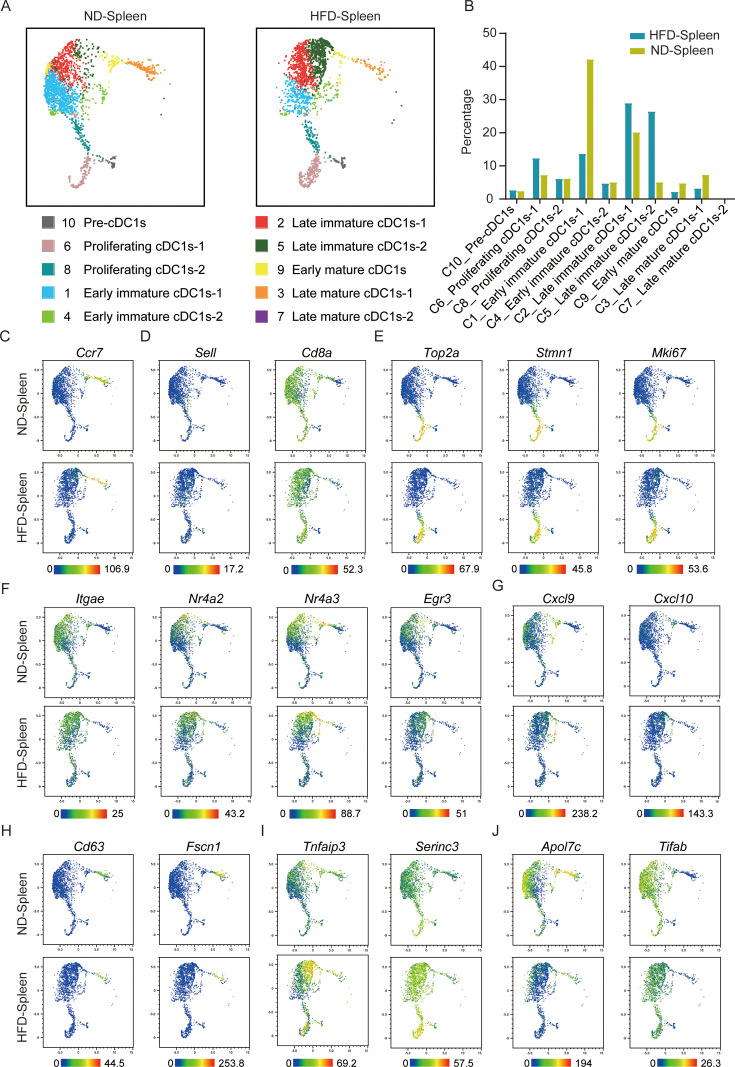
Single-cell RNA sequencing of splenic cDC1s from both the high-fat diet (HFD) and normal diet (ND) groups. (**A**) UMAP plot of splenic cDC1s showing annotated clusters. (**B**) The proportions of cDC1 maturation states across diet groups. (**C-H**) Heatmap statistic map depicting representative markers defining cDC1 maturation clusters. Ccr7 is the mature gene marker (**C**). Sell^+^Cd8a^-^ cDC1s are defined as Pre-cDC1s (**D**). Top2a, Stmn1, and Mki67 are the proliferating markers (**E**). Itgae, Nr4a2, Nr4a3, and Egr3 genes marked the transition from early to late immature cDC1s (**F**). Cxcl9 and Cxcl10 genes marked the transition from late immature to early mature cDC1s (**G**). Cd63 and Fscn1 are the late mature markers (**H**). (**I-J**) Heatmap statistic map of upregulated genes (Tnfaip3 and Serinc3), and downregulated genes (Apol7c and Tifab) in the HFD spleen compared to the ND spleen.

Together, these data implied that Xcr1^+^ cDC1 in the aorta originate from bone marrow, and Xcr1^+^ cDC1 cells exhibit strong heterogeneity among aorta, spleen, and lymph nodes.

### Knockout of *Xcl1* attenuates the development of atherosclerosis in *Apoe^–/–^* mice

Xcl1 is the major chemokine involved in cDC1 recruitment (Böttcher et al., 2018; Dorner et al., 2009), and plays a critical role in immune response with diverse physical and pathological implication through its interaction with the sole receptor, Xcr1 (Xu et al., 2019; Yoshida et al., 1999). We found the presence of Xcl1 in the lesion area in both human and mouse atherosclerotic lesions (data not shown). To elucidate the causal relationship between Xcl1 and Xcr1^+^ cDC1 in the development of atherosclerosis, and more importantly, to experimentally verify Xcl1 as a potential therapeutic target for atherosclerosis treatment, we established the *Xcl1* and *Apoe* double knockout mice. After being fed with a HFD for 19 weeks, both *Xcl1^–/–^ Apoe^–/–^* and *Apoe^–/–^* mice were sacrificed to assess the severity of atherosclerosis. As shown in Figure 6A–D, the size of lesion at the descending aorta and aortic root was significantly smaller in *Xcl1^–/–^ Apoe^–/–^* compared to that in *Apoe^–/–^* mice. Importantly, ORO staining of the liver, body weight and blood lipid profiles revealed no significant differences between the two groups (Figure 6E–H). Moreover, the IHC experiment result shows the percentage of CD68 positive macrophages in aortic lesion was similar between two groups (Figure 6I–J).

**Figure 6.**
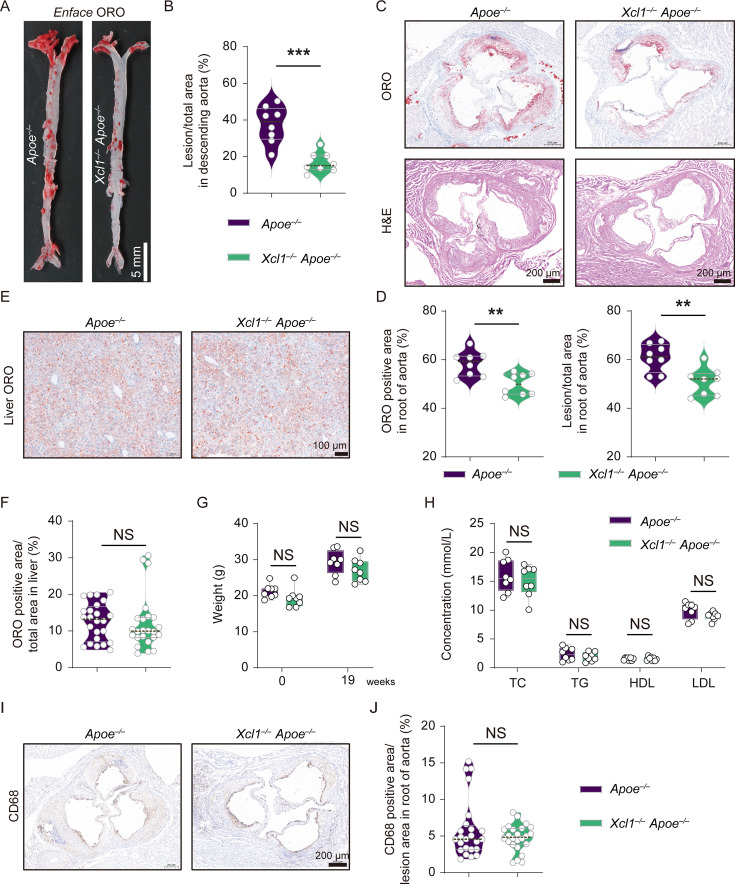
*Xcl1* deficiency reduces atherosclerotic lesion formation in *Apoe^–/–^* mice. (**A**) Oil Red O (ORO) staining of the descending aortas. Scale bar, 5 mm. (**B**) Quantification of the lesion area in aortas. (**C**), ORO and H&E staining of aortic roots. Scale bar, 200 μm. (**D**) Quantification of the lesion area in aortic roots. (**E and F**) Representative liver images and quantification of ORO-positive area in livers (n=24 regions from 8 mice, 3 regions per mice). Scale bar, 100 μm. (**G**) The concentrations of total cholesterol (TC), triglycerides (TG), low-density lipoprotein (LDL), and high-density lipoprotein (HDL) in the serum. (**H**), Body weight of mice before and after feeding with 19 week high-fat diet (HFD). (**I**) Representative immunohistochemical staining of CD68 in aortic roots. (**J**) Quantification of CD68 positive area in the lesions of aortic roots (n=24 lesions from 8 mice, 3 lesions per mice). Scale bar, 100 μm. *Apoe^–/–^* mice and *Xcl1^–/–^ Apoe^–/–^* mice fed a HFD for 19 weeks (n=8 per group). Data represent as mean ± SEM. **p<0.01, ***p<0.001, NS, non-significant.

Previous study identified that Xcl1 serves as a potent chemokine, selectively acting on cDC1 cells through its exclusive receptor, Xcr1 (Dorner et al., 2009). Consequently, we examined the DCs and the activation of T cells in different organs, including aorta, lymph node, and spleen. The flow cytometric results illustrated that both frequencies and absolute counts of Xcr1^+^ cDC1 cells in the aorta were significantly reduced, but cDCs and cDC2 cells from *Xcl1^–/–^ Apoe^–/–^* were comparable with that from *Apoe^–/–^* (Figure 7A–C). Moreover, in both lymph node and spleen, the absolute numbers of pDC, cDC1, and cDC2 from *Xcl1^–/–^ Apoe^–/–^* were comparable with that from *Apoe^–/–^* (Figure 7—figure supplement 1). Crucially, CD69^+^ frequency and CD44 MFI remained comparable in both aortic CD4^+^ and CD8^+^ T cells between two groups (Figure 7D–F). However, aortic CD8^+^ T cells exhibited reduced frequency and absolute count, while CD4^+^ T cells showed increased frequency but unchanged counts in *Xcl1^–/–^ Apoe^–/–^* mouse versus controls (Figure 7G and H). Furthermore, the absolute numbers of CD4^+^, CD8^+^, CD4^+^ CD69^+^, and CD8^+^ CD69^+^ T cells in both lymph node and spleen from *Xcl1^–/–^ Apoe^–/–^* mouse were comparable with that from *Apoe^–/–^* mouse (Figure 7—figure supplement 2).

**Figure 7.**
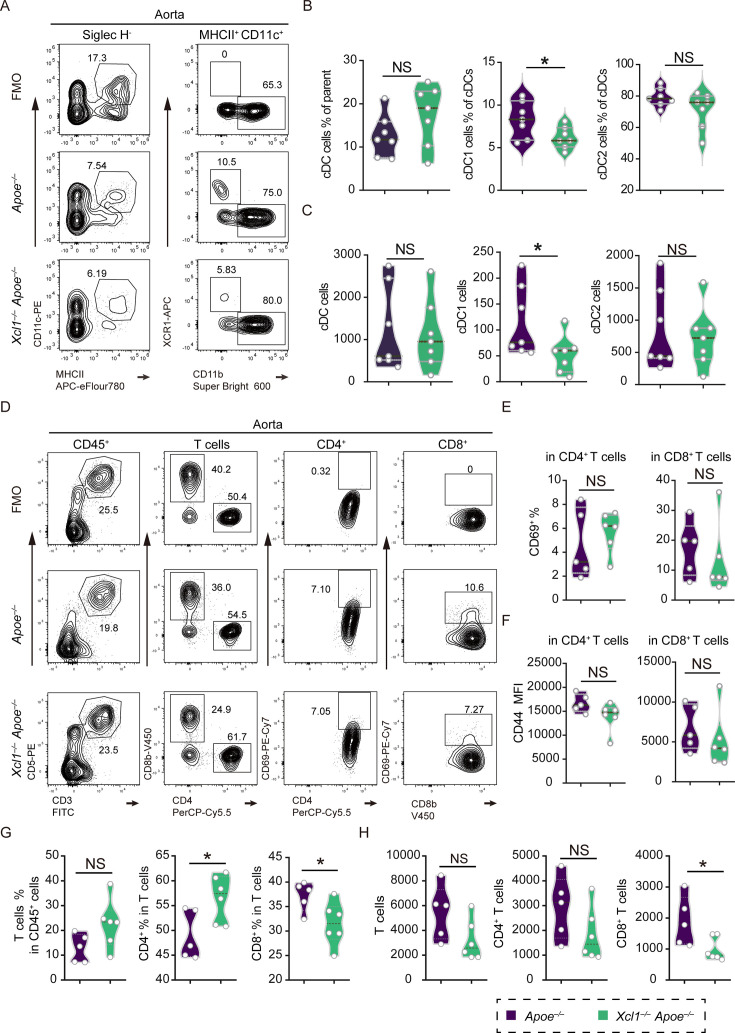
*Xcl1* deficiency reduces CD8^+^ T cells in the aortas from *Apoe^–/–^* mice. (**A**) Representative flow cytometric analysis of cDC, cDC1, and cDC2 cells in aortas. (**B **and **C**) Quantification of the frequencies and absolute counts of cDC, cDC1, and cDC2 cells in aortas (n=7). (**D**) Representative flow cytometric analysis of T cell subsets in aortas, including CD3e^+^ CD5^+^, CD4^+^, CD4^+^ CD69^+^, CD8^+^, and CD8^+^ CD69^+^ T cells. (**E**) Quantification of the frequencies of CD4^+^CD69^+^ and CD8^+^ CD69^+^ in aortas. (**F**), Quantification of the Mean Fluorescence Intensity (MFI) of CD44 in CD4^+^ and CD8^+^ T cells in aortas. (**G **and **H**) Quantification of the frequencies and absolute counts of CD3e^+^ CD5^+^, CD4^+^, and CD8^+^ cells in aortas. (D-H, *Apoe^–/–^* mice (n=5) and *Xcl1^–/–^Apoe^–/–^* mice (n=6) fed with a 16 week high-fat diet HFD). Data represent as mean ± SEM. * p<0.05, NS, non-significant.

**Figure 7—figure supplement 1.**
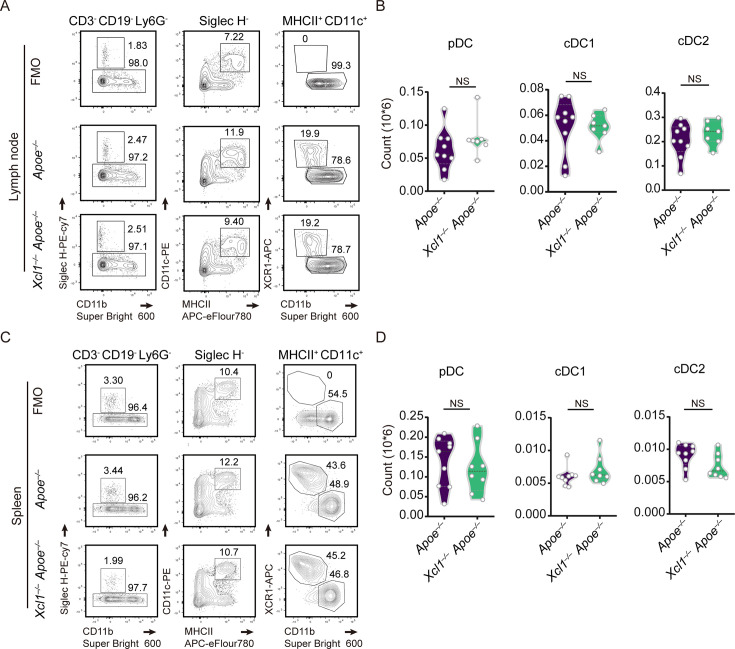
Dendritic cell (DC) analysis in lymph nodes and spleens of *Apoe^–/–^* and *Xcl1^–/–^ Apoe^–/–^* mice fed with 19 week high-fat diet (HFD). (**A**) Representative flow cytometric analysis and quantification of pDC, cDCs, cDC1 and cDC2 cells in lymph nodes. (**B**) Quantification of absolute counts of pDC, cDCs, cDC1 and cDC2 cells in lymph nodes. (**C**) Representative flow cytometric analysis of pDC, cDC1 and cDC2 cells in spleens. (**D**) Quantification of absolute counts of pDC, cDCs, cDC1 and cDC2 cells in spleens. *Apoe^–/–^* (n=9) and *Xcl1^–/–^ Apoe^–/–^* mice (n=7 or 8) fed a HFD for 19 weeks. Data represent the mean ± SEM. NS, non-significant.

**Figure 7—figure supplement 2.**
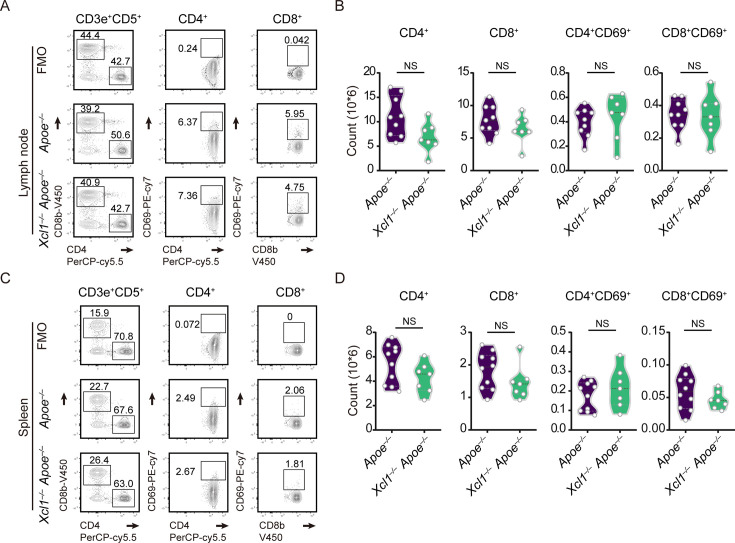
T cell analysis in lymph node and spleen of *Apoe^–/–^* and *Xcl1^–/–^ Apoe^–/–^* mice fed with 16 week high-fat diet (HFD). (**A**) and (**B**) Representative flow cytometric analysis and quantification of absolute counts of CD4^+^, CD8^+^, CD4^+^CD69^+^, and CD8^+^CD69^+^ T cells in lymph nodes (*Apoe^–/–^*, n=9; *Xcl1^–/–^ Apoe^–/–^*, n=7). (**C**) and (**D**) Representative flow cytometric analysis and quantification of absolute counts of CD4^+^, CD8^+^, CD4^+^CD69^+^, and CD8^+^CD69^+^ T cells in spleens (*Apoe^–/–^*, n=10; *Xcl1^–/–^ Apoe^–/–^*, n=7). Data represent the mean ± SEM. NS, non-significant.

Collectively, these data suggest that Xcl1 promotes atherosclerosis by recruiting Xcr1^+^ cDC1 cells, and facilitating CD8^+^ T cell accumulation in lesions. More importantly, in vivo data demonstrated the promising potential of targeting Xcl1 to reduce the inflammatory response in atherosclerotic lesions. Our work paves the way to discover novel solutions for the treatment of atherosclerosis by targeting Xcl1 and Xcr1^+^ cDC1 cells.

## Discussion

Atherosclerosis is a complex disorder, and understanding the role of the immune system, particularly dendritic cells (DCs), is of paramount importance (Tall and Bornfeldt, 2023; Vallejo et al., 2021). The marked diversity of DC subsets and their distinct, and at times contradictory functions pose challenges in clarifying the role of each specific type of DC in the context of atherosclerosis (Guo et al., 2016; Anselmi et al., 2020; Blanco et al., 2008; Steinman, 2007; Steinman et al., 1975; Steinman et al., 1979; Clark et al., 2019). Moreover, the restricted characterization of each subset of DCs in atherosclerosis, especially when compared to that in well-studied organs such as the skin and lymph nodes (Eisenbarth, 2019), has been severely hindered by the limited application of appropriate genetic models and in vivo data. Equally significant is that dissecting the functions of each subset of DCs in vivo relies on the development of genetic tools validated for lineage specificity. Recently, Xcr1^+^ cDC1 has been extensively investigated using the Cre line under the promoter of the Xcr1, despite well-documented expression leakiness (Wohn et al., 2020; Mattiuz et al., 2018). Compelling evidence from tumor and viral infection models (Bayerl et al., 2023; Böttcher et al., 2018; Brewitz et al., 2017; Alexandre et al., 2016; Domenjo-Vila et al., 2023), as well as metabolic disorders like non-alcoholic steatohepatitis (Deczkowska et al., 2021), has demonstrated the critical role of Xcr1^+^ cDC1 cells in diseases. Nevertheless, the precise role of Xcr1^+^ cDC1 cells in atherosclerosis remains undetermined.

The precise characterization of Xcr1^+^ cDC1 and its functions within the atherosclerotic milieu could provide valuable insights into the immunopathogenesis of the disease. By delineating the specific contributions of Xcr1^+^ cDC1, we may identify novel therapeutic targets and develop more targeted and effective strategies for the prevention and treatment of atherosclerosis. Therefore, an investigation to understand the roles of Xcr1^+^ cDC1 in the context of atherosclerosis and to identify therapeutic targets is highly warranted. However, at least two major obstacles impede the in vivo study of Xcr1^+^ cDC1 in atherosclerotic mice. First, Xcr1^+^ cDC1 cells are extremely scarce in number, and it is quite challenging to obtain highly purified Xcr1^+^ cDC1 cells from aortic plaque in hyperlipidemic mice. Second, there are very few appropriate genetic model systems that permit functional analyses of Xcr1^+^ cDC1 in vivo. Earlier studies on the role of Xcr1^+^ cDC1 cells in atherosclerosis have yielded conflicting results, largely due to the use of different mouse models. For instance, the deletion of *Batf3*, *Irf8*, *Dngr1*, or *Flt3* decreased the cDC1 cells. Nevertheless, *Batf3* deficiency had no impact on atherosclerosis in hyperlipidemic mice. In contrast, *Irf8* or *Dngr1* deficiency reduced the development of atherosclerosis, while Flt3 deficiency exacerbated the condition (Legein et al., 2015; Gil-Pulido et al., 2017; Choi et al., 2011; Clément et al., 2018; Haddad et al., 2017). The recently developed Xcr1-Cre was found to have leakiness of recombinase activity in other immune cells (Wohn et al., 2020). Here, we optimized the design for the construction of the Cre line using the endogenous promoter of Xcr1 and validated its fidelity under hyperlipidemic conditions. We crossed the novel knock-in line termed *Xcr1^Cre-Gfp^* with *Rosa26^LSL-tdRFP^* Cre reporter mice and used the resulting F1 hybrids as bone marrow donors. The bone marrow cells were then transferred into *Apoe^–/–^* mice, which were subsequently fed on a HFD. We monitored the Cre recombinase activity, which was reflected by the tdRFP expression of this novel mouse line. Under hyperlipidemic conditions, we did not observe any leakiness of Cre activity, as tdRFP was strictly restricted to cDC1 cells. To the best of our knowledge, this novel Cre line is the first of its kind. We further crossed the *Xcr1^Cre-Gfp^* and *Rosa26^LSL-DTA^* mice with *Apoe^–/–^* mice, respectively. Subsequently, by further crossing, we obtained *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^* mice to create a complex genetic model, in which Xcr1^+^ cDC1 is depleted in vivo in the context of atherosclerosis. Very interestingly, in the Xcr1^+^ cDC1-depleted mice, atherosclerosis was significantly ameliorated. Coupled with the data we obtained from murine and human samples, where Xcr1^+^ cDC1 cells exist in the aortic plaque and their accumulation is correlated with disease progression, we conclude that Xcr1^+^ cDC1 is essential for the development of atherosclerosis.

Despite the fact that Xcr1^+^ cDC1 cells are extremely rare in number, we were inclined to understand if there were any differences among Xcr1^+^ cDC1 cells from different organs. Firstly, we determined that the Xcr1^+^ cDC1 in the aortic plaque is replenished by circulating precursors using the bone marrow transfer model. Then we compared, under hyperlipidemic conditions, the Xcr1^+^ cDC1 cells sorted from the spleen and lymph nodes, supplemented by a small number of but well-purified Xcr1^+^ cDC1 cells from aortic lesions. To our surprise, the clusters of Xcr1^+^ cDC1 displayed obvious distinctions among different organs. When the Xcr1^+^ cDC1 cells from aortic lesions were projected to the clusters, we found that the major subsets present in the lymph nodes, characterized by the expression of markers *Ccl5 and Fabp5*, and in the spleen, marked by *Stk17b* and *Gpr171*, were basically absent in the aorta. Meanwhile, compared with spleen and lymph nodes, the aortic Xcr1^+^ cDC1 cells are highly expressed *Ccr2*, which is an extremely important chemokine receptor dominating monocyte homing (Mysore et al., 2022; Liu et al., 2022; Kim et al., 2023).

This pronounced tissue-specific compartmentalization of Xcr1^+^ cDC1 subsets may related to multiple mechanisms, including developmental imprinting that instructs precursor differentiation into transcriptionally distinct subpopulations (Liu et al., 2019), and microenvironmental filtering through organ-specific chemokine axes (e.g. CCL2/CCR2 in spleen) selectively recruits receptor-matched subsets (Bosmans et al., 2023; Mildner et al., 2017). This spatial specialization optimizes pathogen surveillance for local immunological challenges. Based on the maturation analysis of the cDC1 scRNA seq data (Bosteels et al., 2023), our findings suggest that the aortic cDC1 cells display a major difference from those of spleen and lymph nodes by lacking the mature clusters, whereas lymph node cDC1 cells contain an additional *Fabp5^+^ S100 a4^+^* late mature Cluster. Our results also suggest that hyperlipidaemia contributes to alteration in early immature cDC1 and in the abundance of late immature cDC1 cells, which was associated with dramatic change in gene expression of *Tnfaip3*, *Serinc3*, *Apol7c,* and *Tifab*.

In other disease models, Xcr1^+^ cDC1 cells are crucial for activating T cells (Alexandre et al., 2016; Inui et al., 2023), and we confirmed that in hyperlipidemic mice, the depletion of cDC1 substantially attenuated T cell activation responses. It is important to note that Xcr1^+^ cDC1 cells are known for a well-established role in cross-presentation to CD8^+^ T cells. Recent studies have shown Xcr1^+^ cDC1 cells also engage with CD4^+^ T cells (Wohn et al., 2020; Eickhoff et al., 2015). Our data showing Xcr1^+^ cDC1-dependent CD4 and CD8 T cell activation in atherosclerotic plaques is in line with the new paradigm for cDC1s as a platform for both CD4 and CD8 T cell responses in the novel context of atherosclerosis. Considering the multifaceted roles of macrophages in lipid metabolism, inflammation, and plaque dynamics during the development of atherosclerosis (Moore and Tabas, 2011), we evaluated the presence of macrophages in atherosclerotic lesions using IHC and flow cytometry. Our results indicated comparable proportions of macrophages in the aorta between Xcr1^+^ cDC1-depleted mice and *Apoe^–/–^* control mice. Additionally, our results also demonstrated that the loss of Xcr1^+^ cDC1 cells did not affect lipid status.

Since we elucidated the critical role of Xcr1^+^ cDC1 cells in atherosclerosis, our aim was to test the therapeutic potential of inhibiting this specific cell type during disease progression. As Xcr1 is the sole receptor for Xcl1, and Xcl1 selectively attracts Xcr1^+^ cDC1 cells in both mice and humans (Yoshida et al., 1999; Yoshida et al., 1998), we performed *Xcl1* knockout on the background of *Apoe^–/–^* mice and assessed the impact on atherosclerosis development. We found that the Xcl1-Xcr1 axis plays a crucial role in the progression of atherosclerosis. Our results demonstrated that the loss of Xcl1 in hyperlipidemic *Apoe^–/–^* mice significantly reduced atherosclerotic lesion formation, decreased the frequencies and absolute counts of Xcr1^+^ cDC1 cells and CD8^+^ T cells in the aorta, without affecting lipid status or the number of aortic macrophages. Notably, while complete ablation of Xcr1^+^ cDC1s impaired T cell activation, reduction of Xcr1^+^ cDC1 recruitment via Xcl1 deletion did not significantly compromise this process. This discrepancy may arise through compensatory mechanisms: alternative chemokine axes (e.g. CCL5/CCR5, CXCL9/CXCR3, BCL9/BCL9L) may partially rescue Xcr1^+^ cDC1 homing (Eisenbarth, 2019; de Oliveira et al., 2017; He et al., 2024), while non-cDC1 antigen-presenting cells (e.g. monocytes, cDC2s) may sustain T cell activation (Brewitz et al., 2017; Böttcher et al., 2015). Furthermore, tissue-specific microenvironment factors could potentially modulate its role in other diseases. In summary, our findings identify Xcl1 as a potential therapeutic target for atherosclerosis therapy, though its cellular origins and regulation of lesional Xcr1^+^ cDC1 and T cells dynamics require further studies.

## Materials and methods

### Animal experiments and patients

All mice were raised in a Specific Pathogen-Free facility and the experiments were conducted in accordance with the guidelines approved by the Animal Ethics Committee of Xinxiang Medical University (China) (Reference No. XYLL-2016S001). The sections of the human femoral artery were obtained in accordance with our previous study (Li et al., 2020) and approved by the Ethics Committee of the Third Military Medical University (Project identification code SYXK-PLA-20170005). *Rosa26^LSL-RFP^* knock-in mice were generously provided by Hervé Luche at University Clinics Ulm in Germany (Luche et al., 2007). C57BL/6 and *Apoe^–/–^* mice were purchased from Beijing Vital River Laboratory Animal Technology (China). *Rosa26^LSL-DTA^* knock-in mice (Stock Number 009669) were purchased from the Jackson Laboratory (United States of America). Both HFD (contained 20% protein, 20% carbohydrate, 40% fat, and 1.25% cholesterol, Cat: XT108C), and ND (contained 20% protein, 64% carbohydrate, 20% fat, Cat: AIN-93G) were purchased from Jiangsu Xietong Pharmaceutical Bioengineering Co., Ltd. 7–8 weeks old mice were used to establish an atherosclerosis model through fed on a HFD for 8–20 weeks. On harvest, each sample was assigned an analytical code that was irrelevant to its genotype and processed and analyzed by a researcher blinded to its origin.

### Generation of *Xcr1^Cre-Gfp^* knock-in mice

The *Xcr1^Cre-Gfp^* mouse line was generated by inserting a Cre-P2A-GFP-P2A cassette immediately upstream of the endogenous *Xcr1* translational start codon (ATG). This design enables co-expression of Cre recombinase and GFP under the control of the native *Xcr1* promoter. 

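Xcr1 lies on chromosome 9 from 123852315 to 123862029 of GRCm38, on the minus strand. In GENCODE vM21 its transcript ENSMUST00000182350.1 has 2 exons, and its annotated start codon lies in exon 1, from 123861955 to 123861957. The guide sgXcr1-KI of Supplementary file 3, AGGCTGTAGAGGACTCCATC followed by the PAM TGG, matches this transcript exactly in exon 2, on the strand opposite to the transcript, and covers positions 123856629 to 123856648, all of them coding. Cas9 cuts 3 bases from the PAM, which places the cut between 123856645 and 123856646. This is 50 coding bases after the annotated start codon begins. Exon 2 holds an ATG in the same reading frame from 123856645 to 123856647, and the predicted cut falls 2 bases after it begins. The sequence around the site on the transcript strand is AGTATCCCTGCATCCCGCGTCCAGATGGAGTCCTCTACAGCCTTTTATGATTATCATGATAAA.

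**Figure D4:**
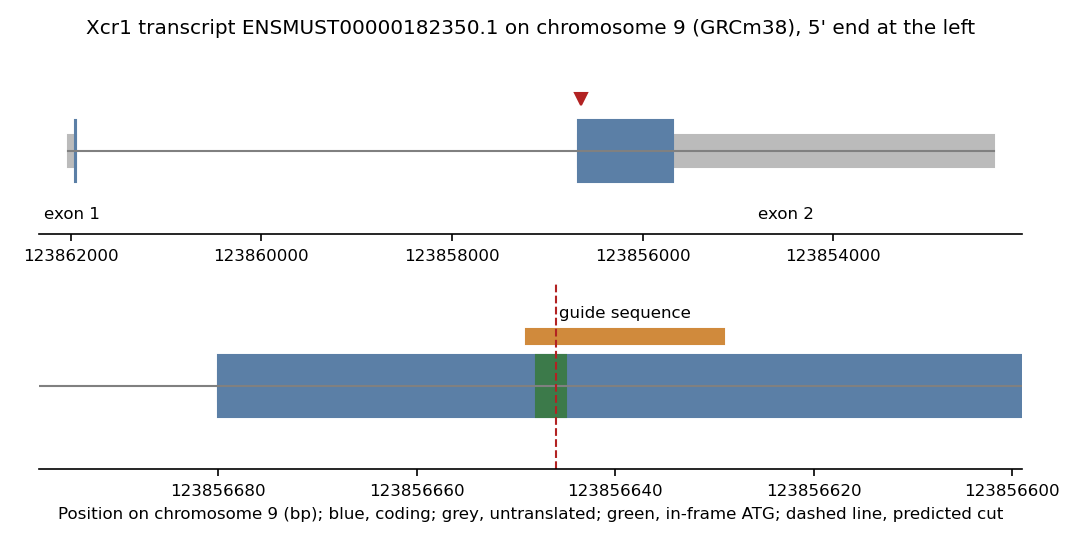
Map of the Xcr1 transcript on chromosome 9 of GRCm38 (top) and of the start of exon 2 (bottom), with positions in bp and the 5' end at the left; blue boxes are coding, grey boxes untranslated, the orange box is the guide sequence, the green box the in-frame ATG, and the red triangle and dashed line the predicted cut. The guide covers 123856629 to 123856648, and the cut falls between 123856645 and 123856646.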

A 3.2 kb repair template was synthesized (GenScript, Nanjing, China), consisting of a 0.62 kb 5’ homology arm (HA), a codon-optimized *Cre* sequence fused to a P2A peptide, an enhanced GFP reporter linked to a second P2A site, and a 0.67 kb 3’ homology arm. For targeted integration, CRISPR/Cas9-mediated homology-directed repair (HDR) was performed by co-injecting Cas9 mRNA, a chimeric sgRNA (sgXcr1-KI), and the repair template into fertilized C57BL/6 zygotes at the one-cell stage, following established protocols (Chu et al., 2016; Larson, 2020). Founders (F0) harboring the correct knock-in allele were identified by PCR and Sanger sequencing, then used to establish heterozygous lines. The sgRNA sequence is provided in Supplementary file 3.

### Breeding strategy of *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^–/–^*

To generate *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^−/−^* mice, we performed the following crosses: *Xcr1^Cre-Gfp^* mice were crossed with *Apoe^−/−^* mice, and offspring heterozygous for both alleles were intercrossed to obtain homozygous *Xcr1^Cre-Gfp^ Apoe^–/–^* mice. *Rosa26^LSL-DTA^* mice were crossed with *Apoe^−/−^* mice, and progeny heterozygous for both alleles were intercrossed to generate homozygous *Rosa26^LSL-DTA^ Apoe^−/−^* mice. Finally, homozygous *Xcr1^Cre-Gfp^ Apoe^–/–^* mice were crossed with homozygous *Rosa26^LSL-DTA^ Apoe^−/−^* mice to produce *Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^ Apoe^−/−^* offspring.

### Generation of *Xcl1* knockout mice

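Xcl1 encodes the chemokine ligand of Xcr1 and lies on chromosome 1 from 164931644 to 164935527 of GRCm38, on the minus strand. Its transcript ENSMUST00000027860.7 in GENCODE vM21 has 3 exons, exon 1 from 164935430 to 164935527 with the start codon from 164935488 to 164935490, exon 2 from 164932895 to 164933009 and exon 3 from 164931644 to 164931953. The guides sgXcl1-1 and sgXcl1-2 of Supplementary file 3 had no exact match, with their PAM, in any transcript of that release on either strand, so neither lies, with its PAM, wholly within 1 annotated exon. A genome sequence was not used here, and their positions are not given. In the pool of sorted Xcr1+ cells from Apoe−/− mice (1 sample, tags not assigned to organ or diet), Xcl1 stood at 0.563 CPM (95% interval 0.371 to 0.819) over pool clusters 1 to 7. The UMIs of this gene came almost wholly from the small pool cluster 8.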

The *Xcl1* knockout mouse line was generated using CRISPR/Cas9 genome editing through the microinjection of a mixture containing Cas9 mRNA and two sgRNAs into fertilized C57BL/6 zygotes at the one-cell stage, as previously described (Voisinne et al., 2019). The genotypes were confirmed using PCR and Sanger sequencing. Subsequently, *Xcl1* and *Apoe* double knockout mice were obtained by crossing the *Xcl1^–/–^* mice with *Apoe^–/–^* mice. The sequences of the sgRNA are reported in Supplementary file 3.

### Bone marrow transplantation

After one week of antibiotic treatment, the recipient CD45.1^+^ CD45.2^+^*Apoe^–/–^* mice were injected intraperitoneally with busulfan at a dosage of 30 μg/g every two days for one week. Subsequently, bone marrow from 8-week-old CD45.2^+^*Xcr1^Cre-Gfp^ Rosa26^LSL-RFP^*, CD45.2^+^*Xcr1^Cre-Gfp^ Rosa26^LSL-DTA^*, or WT (CD45.2^+^ wild-type) donor mice was intravenously transferred to each recipient mouse, with two million cells administered per recipient. The efficiency of transplantation was assessed 4-week post-transplantation, after which all mice were fed a HFD for 16 weeks. Finally, the mice were sacrificed for *en face* analysis of the descending aorta, hematoxylin and eosin (H&E) staining, Oil Red O (ORO) staining of the aortic root, and flow cytometry analysis, as previously described (Huang et al., 2019).

### Immunofluorescence

Frozen sections of the aortic root from mice were incubated at 60 °C for 2 min and then fixed in 4% paraformaldehyde for 30 min. The samples were subsequently washed with PBS and permeabilized/blocked with 0.1% Triton X-100 in 5% BSA. Next, the primary antibodies, including anti-Xcr1 (BD Biosciences, Cat. 148212) and anti-CD11c (BD Biosciences, Cat. 12-0114-83), were applied in a wet box at 4 °C overnight. After washing with PBST (PBS containing 0.1% Tween-20) for five times, the samples were incubated with secondary antibodies for 1 hr, followed by a 10 min incubation with DAPI at room temperature (protected from light). The fluorescent signals of the sections were detected using a Nikon C2 confocal microscope (Nikon, Japan).

### Morphometric and immunohistochemical analyses

After modeling, the heart and aorta tissue were obtained from mice. The *en face* descending aortas were fixed with 4% paraformaldehyde and subsequently stained with ORO. Additionally, frozen sections of the aortic roots were stained with ORO and H&E to assess the severity of atherosclerosis, and frozen sections of livers were stained with ORO to assess the severity of lipid accumulation, in accordance with our previous study (Huang et al., 2019). Paraffin-embedded sections of the aortic root were dewaxed in xylene twice for 10 min, rehydrated through descending grades of ethanol, and subjected to sodium citrate-induced antigen retrieval for 10 min at 95 °C. The sections were then incubated with 3% H₂O₂ for 10 min at room temperature. Following this, the sections were blocked and incubated with primary antibodies, either anti-Xcr1 (NBP1-02343) or CD68 (FB113109). After five washes with DPBS, the sections were incubated with secondary antibodies for 30 min and stained with DAB at room temperature. Subsequently, the sections were counterstained with hematoxylin, dehydrated in ethanol, and mounted with neutral balsam. Images were captured using the digital pathology system (Pannoramic MIDI, Hungary), viewed using CaseViewer2.4 software and analyzed using ImageJ software.

### Flow cytometry analysis

To obtain the single-cell suspension, aortas, lymph nodes and spleens were collected from each mouse. Spleens were directly dissociated using the Gentle MACS Dissociators (Miltenyi Biotec). Aortas and lymph nodes were cut into small pieces and then dissociated using the Gentle MACS Dissociators. Dissociated tissues digested with digestive enzymes (Collagenase IV, Cat: V900893 from Sigma; DNase I, Cat: DN25 from Sigma; Liberase DH, Cat: 5401054001 from Roche) for 30 min at 37 °C using a shaker set to 300 rpm or a heating block. The resulting cell suspension was filtered through 75 µm strainers and subsequently blocked with 2.4G2 for 20 min at 4 °C, followed by washing with stain buffer (BD, Cat: 554656). Then samples were stained with monoclonal antibody mixes for 30 min at 4 °C followed by washing with stain buffer. Finally, cells were resuspended in stain buffer containing 200 nM Sytox blue (Thermo Fisher Scientific, Cat: S34857) and acquired using a flow cytometer (Thermo Fisher Scientific, Invitrogen Attune NxT Flow Cytometer), and the FACS data were analyzed using FlowJo software. The following antibodies purchased from BioLegend, BD or eBioscience were used to detect surface markers by flow cytometry: anti-CD45.2 (104) conjugated to eFluor 450, FITC or PE-Cy7; anti-CD45.1 (A20) conjugated to PE or eFluor450; anti-CD45 (30-F11) conjugated to PE; anti-CD11b (M1/70) conjugated to Super Bright 600, BUV395 or biotin; anti-CD3e (145–2 C11) conjugated to PE-Cy5.5 or PE-Cy7; anti-CD3e (eBio500A2) conjugated to Alexa Fluor700; anti-CD19 (eBio1D3) conjugated to PE-Cy5.5 or biotin; anti-Xcr1 (ZET) conjugated to APC or BV650; anti-Ly6G (1A8) conjugated to Alexa Fluor 700; anti-MHCII (M5/114.15.2) conjugated to APC-eFluor780; anti-CD11c (N418) conjugated to PE or PE-Cy5.5; anti-Siglec H (eBio440c) conjugated to PE-Cy7 or PE; anti-CD8b (eBioH35-17.2) conjugated to eFluor 450; anti-CD44 (IM7) conjugated to BV605; anti-CD4 (RM4-5) conjugated to PE-Cy5.5; anti-CD69 (H1.2F3) conjugated to PE-Cy7; anti-CD62L (MEL-14) conjugated to APC; anti-CD5 (53–7.3) conjugated to APC-eFluor780 or biotin; anti-Siglec F (E50-2440) conjugated to BV421; anti-F4/80 (BM8) conjugated to PE-Cy7; anti-CD64 (X54-5/7.1) conjugated to APC; anti-NK1.1 (PK136) conjugated to Alexa Fluor 700; anti-CD172α (P84) conjugated to FITC.

### Single-cell RNA sequencing

Eight-week-old male *Apoe^–/–^* mice were fed with 20 week ND or HFD. The single cell suspension of spleen, lymph node, and aorta were obtained according to the flow cytometry analysis section. Single-cell suspension from spleens and lymph nodes were firstly removed the CD5^+^, CD19^+^, and CD11b^+^ cells via SAV conjugated beads. Then two million live cells from spleen and lymph node were stained with mix1 (CD45.2-PE-Cy7, CD11c-PE-Cy5.5, CD172α-FITC, MHCII- APC-eFluor780, and Xcr1-APC), and all cells from aorta were stained with mix2 (CD45.2-PE-Cy7, CD11b-super bright 600, CD11c-PE-Cy5.5, MHCII- FITC, CD3- Alexa Fluor 700, CD19- Alexa Fluor 700, Ly6G- Alexa Fluor 700, and Xcr1-APC) for 30 min at 4 °C. After washing with 1 mL FACS buffer two times, cells from different organs were stained with different anti-CD45 antibodies conjugated with barcode oligos from BD Ms Single Cell Sample Multiplexing Kit (BD Bioscience, Cat: 633793). Finally, cells were resuspended with Sytox blue and CD11c^+^ MHCII^+^ Xcr1^+^ cells were sorted and subjected to the BD Rhapsody Express system. Then, cDNA and sample tag libraries were built with BD Rhapsody whole transcriptome amplification (WTA) reagent kit (BD Bioscience, Cat: 633733, 633773, 633801, 664887) following manufacturer’s instructions, and sequenced on an illumina Novaseq 600 sequencer. Pair-end Fastq files of sample tag and WTA data were processed via BD Rhapsody analysis pipeline v2.0, and the resultant dataset was mainly analyzed using SeqGeq software, which contains Lex-BDSMK and Seurat v4.04 plugin components. This experiment was performed once, and both raw data and processed data were uploaded into GEO (Accession number: GSE279370).

### Statistical analysis

All collected data were included and presented as means ± SEM (Standard Error of the Mean), reflecting the average values of biological measurements across multiple samples. Data analysis was performed using GraphPad Prism software (version 8.0). Statistical significance was assessed by both parametric (unpaired Student’s *t*-test) and nonparametric (Mann–Whitney test) methods when comparing two groups. The assumptions of the tests were checked to ensure appropriate application. Significant differences between different groups were set at *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001. Graphical representations of the data will include bar graphs with error bars denoting SEM.

## Data Availability

Raw data and processed data have been deposited in GEO under accession codes GSE279370. The following dataset was generated: LiangY 2025Xcr1+ type 1 conventional dendritic cells are essential mediators for atherosclerosis progressionNCBI Gene Expression OmnibusGSE27937010.7554/eLife.107742PMC1242547640934103

## Additional files

Supplementary file 1. The top 10 highly expressed marker genes in ten clusters.

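Supplementary file 1 lists 10 marker genes for each cluster, with a fold value and a q-value (false discovery rate) from the Seurat analysis. In the deposited counts, 59 of the 80 genes in the lists of the 8 clusters that had a match were highest in a matched pool cluster, and 57 if pool cluster 9, given to Cluster 4 with a mean z-score below 0, is not counted. All 10 genes of Cluster 5 were, among them Nlrp3, an inflammasome sensor gene, at 217 CPM and Itga4, an integrin chain gene, at 689.6 CPM. All 10 genes of Cluster 10 were as well, among them Cd7 at 1056 CPM and Ets1 at 491 CPM. The count was 9 of 10 for Cluster 3 (all but Prdx1), 9 for Cluster 7 (all but Cdk2ap2), 8 for Cluster 6, 7 for Cluster 4 (5 in pool cluster 4), 4 for Cluster 8 and 2 for Cluster 2. Of the genes of Cluster 8, Dut, Paics, Set, Tmem14c and Npm3 were highest in the small pool cluster 8, and Stmn1 in pool cluster 5. Plekho2, Cd14, Smim3 and Sgk1 of Cluster 2 were highest in pool cluster 3. Clusters 1 and 9 had no matched group. Of their genes, Hspa1b, which encodes a heat shock protein, was highest in pool cluster 1, at 1859.9 CPM, and Cd274, which encodes PD-L1, in pool cluster 6, at 306 CPM. The clusters were matched by these same lists, so the counts describe the match and are not independent of it.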

Supplementary file 2. Upregulated genes in Xcr1^+^ cDC1 cells from aorta vs spleen, and aorta vs lymph node in *Apoe^–/–^* mice fed a high-fat diet (HFD) for 20 weeks.

Supplementary file 3. The sequences of the sgRNA used for generation of *Xcr1^Cre-Gfp^* knock-in mice and *Xcl1* knockout mice.

MDAR checklist

# Supplementary material for: Xcr1+ type 1 conventional dendritic cells are essential mediators for atherosclerosis progression
**Source:** eLife. 2025 Sep 11;14:RP107742. doi: 10.7554/eLife.107742
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | **N/A** |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Methods section, subsection “Immunofluorescence”, “Morphometric and immunohistochemical analyses”, “Flow cytometry analysis” and “Single cell RNA sequencing” |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary File 3 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | **N/A** |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | **N/A** |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods section, Subsection “Animal experiments and patients”, “Generation of Xcr1Cre-Gfp knock-in mice”, and “Generation of Xcl1 knockout mice”, |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | **N/A** |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | **N/A** |
| Microbes: provide species and strain, unique accession number if available, and source. |  | **N/A** |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | **N/A** |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | **N/A** |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Figure 1, 2, 3, 4, 6, 7, and Figure 2-figure supplementary 2, Figure 3-figure supplementary 1, Figure 4-figure supplementary 1-3, Figure 5-figure supplementary 1 and 3, Figure 7-figure supplementary 1-2 |  |
| Randomisation | Materials and Methods section, Subsection “Animal experiments and patients” |  |
| Blinding | Materials and Methods section, Subsection “Animal experiments and patients” |  |
| Inclusion/exclusion criteria | Materials and Methods section, Subsection “Statistical analysis” |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Materials and Methods section, Subsection “Single cell RNA sequencing” and “Statistical analysis” |  |
| Define whether data describe technical or biological replicates. | Materials and Methods section, Subsection “Statistical analysis” |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods section, Subsection “Animal experiments and patients” |  |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods section, Subsection “Animal experiments and patients” |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | **N/A** |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | **N/A** |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Materials and Methods section, Subsection “Statistical analysis” |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and Methods section, Subsection “Statistical analysis” |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Supplementary File 1, Supplementary File 2 |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials and Methods section, Subsection “Single cell RNA sequencing” |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | **N/A** |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Materials and Methods section, Subsection “Flow cytometry analysis”, “Single cell RNA sequencing”, and “Statistical analysis” |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | **N/A** |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | **N/A** |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | **N/A** |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

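Xcr1+ cDC1s (CD11c+ MHCII+ cells) of Apoe−/− mice were sorted from 5 groups, each marked with its own sample tag, and pooled into 1 BD Rhapsody capture. The groups were aorta, lymph node and spleen of mice on HFD and aorta and spleen of mice on ND. The deposited tables used were 2: the whole transcriptome counts and the tag call of each cell. The unit of the deposited counts is the count of UMIs per gene and cell, which the authors obtained with the BD Rhapsody pipeline after recursive substitution error correction and without normalization. Values were whole numbers, and totals differed from cell to cell. The paper's quality control and the clusters of its Figure 5A are not part of the deposited tables.

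No tag was assigned to an organ or a diet. The tag calls repeat the tag number in place of a name, and no file or text used here names the group of a tag. The plan allowed a match by a cell number of the paper only if it was exact. Its 68 cells from aortic lesions equal the number of both tag 08 and tag 09, so that number cannot tell these tags apart. Its 2081 ND cells are a sum over aorta and spleen after its own quality control, and were not used. The tags' shares of clusters are outcomes and were not used to assign them. A planned comparison of the published group means of Supplementary file 2 with the tags was not applied, because it rests on levels of the genes under study. The 4 planned comparisons between organs and between diets, and a comparison of the aortas of both diets, were therefore not run, and the pool is treated as 1 sample. Without replicates, no test between groups was made and no p-value is given.

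Analyses used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Matplotlib 3.10.9, scanpy 1.11.5 with leidenalg 0.10.2, R 4.3.3, Seurat 5.3.0 and Matrix 1.6.5. Gene positions came from GENCODE mouse release M21 on GRCm38, which held 20695 of the 20818 gene symbols. The header of the counts names an earlier release on the same assembly, so a symbol may differ between them. Cells with exactly 1 tag, at least 200 genes and at most 20% mitochondrial UMIs were kept. Counts were log-normalized with a scale factor of 10000, 2000 variable genes were chosen (vst), and 20 principal components entered Louvain clustering on shared nearest neighbours. Resolutions from 0.1 to 2 in steps of 0.1 were tried, and the lowest that gave 10 clusters, 0.3, was used. Scrublet as part of scanpy called 11 doublets, 0.185% of the kept cells. This is too few to count as working, since 2.97% of all cells held more than 1 tag and 68.1% of random pairs hold different tags, which leaves about 85.9 doublets of 1 tag, 1.44% of the cells with 1 tag. These cells could not be removed.

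Levels were computed as CPM from UMIs summed over the cells of a cluster, with exact Poisson 95% intervals. The interval of a log2 ratio combines the counting errors of both levels. A count of 0 is given as the limit of 3 counts. Gene lists are described by the median log2 ratio of their members with at least 30 UMIs and by its percentile among 10000 random lists of the same size matched on mean expression in 20 bins. A member is called higher or lower at a ratio of at least 2, a CPM of at least 50 in 1 of the groups and 95% intervals that do not overlap. Cells as units are not replicates, so these calls describe the pool. Genes are named by a rule: every gene the paper names for a comparison, the 10 genes with the largest positive and the 10 with the largest negative log2 ratio past the same limits, and from each gene list up to 4 members with the largest absolute log2 ratio; predicted, mitochondrial and ribosomal protein genes were left out. Genes named outside this rule, such as the markers of cell types, were picked after their values were seen. The cell filter, the clustering choices, the matching, the gene lists, the naming rule and the first set of alternatives were fixed before the data were examined. Comparing clusters in place of organs and diets, and resolution 0.5, were chosen later.

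Alternatives were other filters on cells, leaving out called doublets, 10 or 40 components, Leiden in place of Louvain, variable genes without heat shock and immediate early genes or without cell cycle genes, and giving each cell to the paper cluster with the highest marker z-score without clustering. Further alternatives were other scales, pseudocounts of 1 and 50 CPM, thinning every cell to 2000 UMIs, and leaving out cells with at least 3 UMIs of other lineages. The steps were tested on simulated counts, with known changes put into pool cluster 6 against pool cluster 2. None of 2790 unchanged genes past 50 CPM was called, and 38 of 38 genes raised 4 times were, as were 15 of 25 raised 2 times. The intervals held the simulated ratio for 99.6% of genes. Apart from the known changes, both simulated clusters were drawn from a shared profile with Poisson error only. Differences between cells or tags were not simulated, so these rates hold for counting error alone. Guide sequences of Supplementary file 3 were searched with their PAM on both strands of all GENCODE transcripts; 1 of 3 matched.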

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

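The tests of doublets, of free RNA and of a rise with maturation were chosen after the results they measure had been seen, and the tests of cells of other types that passed the sort and of mature cDC2s were set before. No biological explanation that the design gives, by diet or organ, was tested, because the sample tags are not assigned.

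Several genes that the paper does not discuss were measured above the limit that a count of 0 allows, and they were picked from marker lists after their levels were seen. In pool cluster 8 (107 cells), Ncr1, which encodes the NK cell receptor NKp46, stood at 243 CPM, Klrb1c, which encodes NK1.1, at 116 CPM and the transcription factor gene Eomes at 179.5 CPM, against a limit of 4.21 CPM. In the same cluster, 21 cells held UMIs of at least 2 of the erythroid genes Car1, Gata1, Klf1 and Aqp1, 71 cells held at least 2 of Nkg7, Ncr1, Il2rb, Klrb1c and Eomes, and 0 held both sets. In pool cluster 10 (36 cells), the immunoglobulin joining chain gene Jchain stood at 3809 CPM, the B cell receptor gene Cd79a at 1680.2 CPM and Cd19 at 539 CPM, against a limit of 10.0 CPM. In pool cluster 6, the transcription factor gene Irf4 stood at 106 CPM, and the lectin genes Mgl2 and Cd209a, which are markers of type 2 conventional dendritic cells (cDC2s), at 60.9 and 23.8 CPM, against a limit of 1.32 CPM. Xcr1 was at 28.1 CPM in pool cluster 8, which is also above the limit of 4.21 CPM, so passing the limit does not by itself mark a cell type.

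The first pattern weighed is the set of NK cell or ILC genes in pool cluster 8 and of B and plasma cell genes in pool cluster 10. Doublets of a cDC1 with another cell would keep cDC1 transcripts, yet over 18 cDC1 identity genes the median level was 6.06% of that in pool clusters 1, 3 and 4 (95% interval 4.32 to 15.3%). Free RNA would reach every cell, yet in pool clusters 1 to 7 the summed NK cell or ILC genes were at 18.2 CPM, 0.426% of the 4274 CPM in pool cluster 8, and the summed B and plasma cell genes at 238 CPM, 0.264% of the 90055 CPM in pool cluster 10. Cells of other types that passed the sort remain a candidate explanation. Of the cells of pool clusters 8 and 10, 93.0% (95% interval 87.5 to 96.6%) held at least 3 UMIs of T, NK, B, plasma, platelet or red cell genes. So did 37.8% in pool clusters 1, 3 and 4, where Ighm gave 60.9% of those UMIs (median depths 5004 and 8387 UMIs per cell). This test therefore leaves them open, and it joined pool clusters 8 and 10, so it cannot tell for either alone. In pool cluster 10, all 10 B cell genes and all 7 measured plasma cell genes were higher than in all other cells (median log2 ratios 4.88 and 8.20). In the same cluster, 17 of 18 cDC1 identity genes were lower (median -2.81). Precursors that share NK cell, ILC, B or plasma cell genes were not tested. The sort gated on Xcr1, and cells with CD5, CD19 or CD11b were removed from spleen and lymph node with beads. These steps would remove B cells and part of the NK cells.

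The second pattern weighed is the set of cDC2 genes in pool cluster 6. The summed levels and shares of cells below use this list without Fcer1g. A like rise of these genes with maturation in both mature groups is argued against by their summed level in pool cluster 2. It was 41.0 CPM, 14.3% (95% interval 11.4 to 17.9%) of the 286 CPM in pool cluster 6. Pool clusters 1, 3 and 4 held 15.7 CPM, so a smaller rise in pool cluster 2 is not argued against. Doublets of a mature cDC1 with a cDC2 would hold more UMIs, yet the ratio of the median UMIs per cell of pool cluster 6 to pool cluster 2 was 0.855 (95% interval 0.821 to 0.918). Mature cDC2s within the sorted cells remain open: after thinning to 2000 UMIs per cell, 26.5% of the cells of pool cluster 6 (95% interval 22.4 to 30.8%) held a UMI of the list, 4.39 times the 6.03% in pool cluster 2, with 2.91% in pool clusters 1, 3 and 4, but even if all its cells held the list alike, 43.6% would hold a UMI at this depth, so the majority set in advance was out of reach and the test decides nothing. The removal of CD11b+ cells from spleen and lymph node with beads and the gate on Xcr1 are steps that would remove cDC2s, and a subset of mature cDC1s with these genes was not tested apart from them; in pool cluster 6 against pool cluster 2, 4 of 18 cDC1 identity genes were lower and 0 higher (median log2 ratio -0.41).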

How the results depend on the processing

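The alternatives on scale, depth, pseudocount and other lineages were set for comparisons between organs and diets and were applied to clusters only after the tags proved unassigned, and resolution 0.5 was chosen after the matches had been seen. All 292 log2 ratios and list medians computed under an alternative kept their direction. A change of pseudocount cannot turn a direction. After each other clustering, the groups were matched again by the paper's markers, which include genes of these lists, so their direction was in part set beforehand. The alternative without cells of other lineages was not applied to the results on Cluster 10. Under the other filters on genes and mitochondrial share, the cells kept ranged from 5827 to 5975. This range does not cover the alternative that left out cells with UMIs of other lineages. What varied was the share of cells matched to each cluster of the paper. Without heat shock and immediate early genes among the variable genes, the share was 32.7% for Cluster 2 and 15.2% for Cluster 5. When cells were given to paper clusters by their markers without clustering, the share was 15.9% for Cluster 2, 11.0% for Cluster 4, 9.90% for Cluster 8 and 3.32% for Cluster 10. At the added resolution 0.5, the share was 19.9% for Cluster 2, 10.4% for Cluster 4, 9.29% for Cluster 5, 9.80% for Cluster 6 and 5.98% for Cluster 8. With 40 components, the share was 15.8% for Cluster 3, 10.6% for Cluster 4, 9.56% for Cluster 6 and 5.79% for Cluster 8. With 10 components, the share was 20.1% for Cluster 4, 19.5% for Cluster 5 and 8.15% for Cluster 8. With Leiden clustering, the share was 20.3% for Cluster 5 and 7.83% for Cluster 6. Without cell cycle genes among the variable genes, the share was 14.1% for Cluster 6. For the medians of gene lists (log2 ratios), changes beyond the spread over list members were these. When cells were given to paper clusters by their markers without clustering, the median was -0.78 for cDC1 identity and -0.59 for MHC class II presentation. On the scale of mean UMI per cell plus 1, the median was -1.56 for cDC1 identity, 0.96 for NK cell or ILC, 1.60 for mature DC programme, 0.79 for cell cycle S, 1.23 for cell cycle G2/M, 0.17 for cDC2 and 0.32 for interferon response. With the mean of each cell's own CPM, the median was 4.30 for NK cell or ILC. With cells thinned to 2000 UMIs, the median was 4.47 for NK cell or ILC and 2.23 for cell cycle S. With CPM that leave out mitochondrial and ribosomal protein genes, the median was 2.20 for cell cycle S. Without cells that hold UMIs of other lineages, the median was 2.29 for cell cycle S. Under the choices used throughout, these medians were -3.03 for cDC1 identity, 3.75 for NK cell or ILC, -2.21 for MHC class II presentation, 4.00 for mature DC programme, 2.11 for cell cycle S, 2.71 for cell cycle G2/M, 1.74 for cDC2 and 0.91 for interferon response, over all cells matched to the clusters in question. The scale of mean UMI per cell plus 1 shrinks every ratio of a gene with few UMIs per cell by its construction; for the other values the cause was not tested. No group was matched to Cluster 2 with 10 components or with Leiden, or to Cluster 8 without cell cycle genes among the variable genes, so these have no value. Comparisons of organs and diets, and the alternative restricted to cells that are neither proliferating, mature nor of another lineage, were not run, because the tags are not assigned. Depth limits the small groups most: in pool cluster 10, 3 counts correspond to 10.0 CPM.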

Differences from the paper's values

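Resolution 0.5 was chosen after the values were seen. The number of clusters, which was set to the paper's 10, does not differ. Of 8 genes by which the paper assigns states of maturation and for which it states a high level in named clusters (Ccr7, Sell, Stmn1, Top2a, Cxcl9, Cxcl10, Cd63 and Fscn1), 6 were highest in a pool cluster matched to those clusters. The exceptions among these are Cxcl9 and Cxcl10, which the paper states as raised in Cluster 9. No pool cluster was matched to Cluster 9, and Cxcl9 was highest in pool cluster 4, at 1384 CPM, and Cxcl10 in pool cluster 3, at 128 CPM. All 8 were highest in matched cells when each cell was given to a paper cluster by its markers, an alternative set before the data were examined, and at resolution 0.5, chosen after seeing the values. Top2a and Stmn1 are themselves among the markers of Clusters 6 and 8 used for matching, so the result for these genes was in part set beforehand. Of 10 further genes after which the paper names Clusters 1, 2, 3, 4 and 7, 7 were highest in a matched pool cluster. The others are Stk17b of Cluster 2, highest in pool cluster 10, at 629 CPM, and Hspa1b and Dnajb1 of Cluster 1, which had no match, highest in pool clusters 1 and 8, at 1859.9 and 268 CPM.

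The paper lists Clusters 3, 7 and 9 as Ccr7+ and all others as Ccr7-. Among the pool clusters matched to the others, Ccr7 was at 280.1 CPM in pool cluster 4, 229 CPM in pool cluster 8 and 288 CPM in pool cluster 10, against 3015 and 3751 CPM in the groups matched to Clusters 3 and 7. The next highest match of pool cluster 4 was Cluster 9 (mean z-score 0.94), and at resolution 0.5, where Cluster 9 had its own match, the larger group matched to Cluster 4 held Ccr7 at 108 CPM. The paper separates early from late immature cells by Itgae and Nr4a2. Here no group was matched to Cluster 1, and pool cluster 1 lay between Clusters 1 and 2. The markers of Cluster 2 had a higher mean z-score in pool cluster 3 (1.32) than in pool cluster 1 (0.90). The log2 ratio of late to early immature cells was 0.12 for Itgae and 0.68 for Nr4a2, and 0.61 and 1.35 at resolution 0.5, where Cluster 1 had a match.

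Of the 80 marker genes of the matched clusters in Supplementary file 1, 59 were highest in a matched pool cluster, or 57 if pool cluster 9, whose mean z-score for Cluster 4 was below 0, is not counted. The tally was low for Cluster 2, with 2 of 10 genes, and for Cluster 8, with 4 of 10. Nr4a2, a listed marker of Cluster 4, was at 196 CPM in pool cluster 4 and 417 CPM in pool cluster 3. The column of Supplementary file 1 labelled as a log2 fold change holds 100 values, of which 98 are finite, from 5.26 to 356, and 2 infinite. A log2 ratio cannot reach the upper values at this depth: the largest between a pool cluster and all other cells was 11.2 with a pseudocount of 1 CPM. The file's own description gives its lower limit, which is the lowest of these values, as a fold change. The values were not used here.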

Other observations

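The test of cells without a dissociation response was chosen after the result it measures had been seen, and the tests of a low number of UMIs and of a loss of nuclear RNA were set before. Contrasts between clusters were chosen after the tags proved unassigned.

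The mature pool clusters 2 and 6 shared Ccr7 and Fscn1 and differed in other genes. Higher in pool cluster 6 were Gpr183, an oxysterol receptor gene (log2 ratio 4.79), Klrd1, an NK receptor gene (3.52), Fabp5 (3.12), Zeb2, a transcription factor gene (2.77), and Il2ra, an interleukin 2 receptor gene (2.69). Lower were Gclc, a glutathione synthesis gene (-3.66), Cd81 (-3.34), Il12b (-3.26) and Mpeg1, which encodes perforin 2 (-2.89). Of 11 genes of MHC class II presentation, 4 were higher in pool cluster 6 and none was lower past 2 times, led by the transactivator gene Ciita (2.26), while 5 of 29 interferon response genes were lower and 1 higher. In pool cluster 10, 10 of 17 genes of the unfolded protein response were higher than in all other cells (median log2 ratio 1.08), among them Hsp90b1 (2.32) and Xbp1 (2.29).

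Pool cluster 9 held 75 cells with cDC1 genes but little of the nuclear RNA Malat1 or of immediate early genes, of which 23 of 28 were lower (median log2 ratio -3.98), with Fos at 52.6 CPM, as were 6 of 18 heat shock genes. A low number of UMIs per cell is argued against: 266 cells of pool clusters 1, 3 and 4 with at most 4580 UMIs held 55.5 times as much Malat1 (95% interval 39.8 to 79.5). Cells that took no part in the dissociation response would keep Malat1, which was at 4.35% of the level in pool clusters 1, 3 and 4 (95% interval 3.09 to 5.97%). A loss of nuclear RNA is a candidate explanation that stays open, since 488 other long noncoding genes together were at 83.6% of that level (95% interval 79.4 to 88.1%), of which Gm42418, a gene that overlaps ribosomal RNA, gave 40.6%. No biological explanation was tested.

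Values by sample tag are given without conditions. Tags 03, 04, 05, 08 and 09 marked 1968, 1807, 2029, 68 and 68 kept cells. The Ccr7-high pool cluster 2 held 2.34, 32.9 and 6.65% of the cells of the first 3 tags, 4.41% of tag 09 and 0 of 68 cells of tag 08, which allows a share of up to 4.41%. Pool cluster 6 came largely from tag 04, of whose cells it held 24.3%. Pool cluster 3 held 31.1, 0.0553, 3.79, 67.6 and 58.8% of the 5 tags in this order, pool cluster 1 39.0, 1.22, 64.7, 7.35 and 16.2% and pool cluster 4 3.96, 27.8, 4.63, 5.88 and 1.47%. The contrasts of pool clusters 3 and 4 with pool cluster 1, and of pool clusters 2 and 6 with all other cells, are therefore in part contrasts between tags. Some tags gave cells to several of these clusters, but contrasts within a tag were not run. States of maturation were thus not told apart in them from whatever else differs between the tags. Ccr2 stood at 35.3, 70.4, 36.8, 369 and 507 CPM, Hspa1b at 1369.8, 451, 1985, 5158 and 3664 CPM and Xcr1 at 578, 394, 762, 219.7 and 346 CPM.

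In Supplementary file 2, the fold of all 66 listed entries, repeats included, equals the ratio of the paper's mean values after adding 1 to each, within 0.1%. A date stands in place of a gene name in 3 entries. Of the paper's 30 genes for aorta against lymph node, 11 are heat shock genes, and of its 6 for aorta against spleen, 0.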
